# MacroH2A1 associates with nuclear lamina and maintains chromatin architecture in mouse liver cells

**DOI:** 10.1038/srep17186

**Published:** 2015-11-25

**Authors:** Yuhua Fu, Pin Lv, Guoquan Yan, Hui Fan, Lu Cheng, Feng Zhang, Yongjun Dang, Hao Wu, Bo Wen

## Abstract

In the interphase nucleus, chromatin is organized into three-dimensional conformation to coordinate genome functions. The lamina-chromatin association is important to facilitate higher-order chromatin in mammalian cells, but its biological significances and molecular mechanisms remain poorly understood. One obstacle is that the list of lamina-associated proteins remains limited, presumably due to the inherent insolubility of lamina proteins. In this report, we identified 182 proteins associated with lamin B1 (a constitutive component of lamina) in mouse hepatocytes, by adopting virus-based proximity-dependent biotin identification. These proteins are functionally related to biological processes such as chromatin organization. As an example, we validated the association between lamin B1 and core histone macroH2A1, a histone associated with repressive chromatin. Furthermore, we mapped Lamina-associated domains (LADs) in mouse liver cells and found that boundaries of LADs are enriched for macroH2A. More interestingly, knocking-down of macroH2A1 resulted in the release of heterochromatin foci marked by histone lysine 9 trimethylation (H3K9me3) and the decondensation of global chromatin structure. However, down-regulation of lamin B1 led to redistribution of macroH2A1. Taken together, our data indicated that macroH2A1 is associated with lamina and is required to maintain chromatin architecture in mouse liver cells.

The nuclear lamina (NL) is a filamentous meshwork underneath the inner nuclear membrane. Besides its structural role to support nucleus, NL is involved in various cellular processes such as DNA replication^1^, transcription repression^2^, RNA processing^3^,^4^,^5^ and chromatin organization^6^. Furthermore, genetic alterations of lamina components have been linked to more than 20 diseases, but the disease mechanisms remain largely unknown^7^.

In the interphase nucleus, the positioning of chromatin and regulatory factors is not random, but associated with specific nuclear compartments such as nuclear periphery, thereby coordinating genome functions^8^,^9^. For example, about 40% of mammalian genome is organized into lamina-associated domains (LADs)^6^, significantly overlapping the large repressive chromatin domains enriched for H3 lysine 9 dimethylation (H3K9me2)^10^,^11^. Recent studies indicated that several proteins, such as G9a, HDAC3, YY1 and Lamin A/C, are required to regulate the association between chromatin and nuclear lamina^9^,^12^. However, the biological functions of NL-chromatin association in development and diseases remain obscure, and their molecular mechanisms are still poorly understood.

The primary components of nuclear lamina are lamins, a family of type V intermediate filament proteins. There are two major types of lamin proteins: A-type (lamin A/C) and B-type (lamin B1 and B2). In mammals, lamin A and C are encoded by one gene *LMNA*, whereas two separate genes, *LMNB1* and *LMNB2*, encode lamin B1 and B2. Lamin A/C is developmentally regulated, and is absent or slightly expressed in some cell types such as embryonic stem cells^13^. By contrast, almost all type of cells express B-type lamins. Depletion of lamin B1 and B2 resulted in abnormal organogenesis in the mouse, although the self-renewal of embryonic stem cell was not affected^14^. Interestingly, A- and B-type lamins form distinct nuclear compartments in mammalian cells and have specific roles for chromatin organization and gene expression^15^. These data suggest that different types of cells utilize different combinations of lamins and their associated proteins to execute cellular functions of lamina^16^.

Although the importance of lamins has been appreciated for decades, their protein networks are still largely unknown. Unlike nucleoplasmic proteins, lamins are strongly resistant to detergents and salts, and this inherent insolubility make it is extremely difficult to be analyzed by conventional biochemical approaches^17^. The recently developed proximity-dependent biotin identification (BioID) shows considerable promise for overcoming the issue of insolubility^18^. By using BioID, Roux *et al.* have identified 122 protein candidates associated with lamin A in Hela cells^18^. However, proteomes associated with lamin B have not been investigated systematically.

In this report, we developed vectors for lentivirus-based BioID assay, and generated the first proteome associated with lamin B1 (LMNB1) in mouse hepatocytes. As the first step to characterize these proteins, we found that histone variant macroH2A1 is associated with lamina and is essential to maintain chromatin architecture in mouse liver cells.

## Results

### LMNB1-associated proteins in mouse hepatocytes

To analyze LMNB1 associated proteins in non-cancer cell lines which preserve more intact nuclear architecture, we engineered BirA* element into an induced lentiviral vector and constructed the Lv-MycBirA* and Lv-MycBirA*-Lmnb1 plasmids (Fig. 1a). To test these plasmids, we transduced virus particles in AML12 cells, a mouse hepatocyte cell line with well-patterned nuclear architecture^19^. The results of Immunofluorescence (IF) with Myc and LMNB1 antibodies indicated that the MycBirA*-LMNB1 fusion protein locates on nuclear periphery and largely co-localizes with endogenous LMNB1 proteins, whereas the localization of MycBirA* was ubiquitous (Fig. 1b. After the cells were exposed to 50μM of biotin for 8 hours, biotinylated proteins were detected with fluorescent streptavidin, and the results showed that most of biotinylated proteins were associated with LMNB1 (Fig. 1c). These data indicated that the BirA*-LMNB1 fusion proteins are functional and distributed on the nuclear periphery.

We then carried out virus-based BioID experiments in AML12 cells. Biotinylated proteins were captured with streptavidin beads and visualized by silver staining. Compared to the Biotin minus control, many protein bands were appeared in the presence of Biotin (Fig. 1d). The captured products were analyzed by mass spectrometry in three independent experiments. In total, 182 proteins were identified with high confidence (Supplementary Table S1).

To seek biological insight into the LMNB1-associated proteins, we conducted Gene Ontology (GO) analysis. These proteins are enriched on cellular compartments such as nuclear envelope, spliceosome and chromosome, and are associated with biological processes including RNA splicing and chromatin assembly (Fig. 1e).

### Core histone variant macroH2A1 associates with LMNB1

To validate the proteomics data, we examined the BioID products by western blotting, and confirmed the LMNB1-association of four proteins in nuclear envelope (MAN1/LEMD3, Lamin-A/C, LAP2/TMPO, EMD) and macroH2A1 (mH2A1), a histone variant associated with repressive chromatin (Fig. 2a). Furthermore, we constructed BirA*-*macroH2A1* plasmid, and transiently transfected it in Hela cells. We then performed BioID experiment and tested the captured biotinylated proteins by western blot. As expected, both lamin A/C and LMNB1 can be detected by western blot, whereas there was no signal for GAPDH (Fig. 2b). These data indicate that macroH2A1 and LMNB1 are physically associated.

Since the proteins detected by BioID could be interacting with the bait directly or indirectly, we further deciphered subcellular localization of macroH2A1 by super-resolution Structured Illumination Microscopy (SIM) in AML12 cells. Surprisingly, macroH2A1 signals are ring-like and distributed near nuclear periphery, whereas the signals of H3K4me3, an active histone modification, mainly locate in the nuclear interior (Fig. 2c). Notably, the signals of macroH2A1 (red) and LMNB1 (green) are not overlapped (Fig. 2c), suggesting that their association could be indirect.

### MacroH2A is enriched on boundaries of Lamina-associated domains

To analyze lamina-chromatin associations in liver cells, we performed DNA adenine methyltransferase identification (DamID) experiments and the LMNB1 associated DNA fragments were detected with microarrays. 

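AML12 is a mouse hepatocyte line, and lamin B1 is a filament protein of the nuclear lamina. In DamID, the bacterial methyltransferase Dam is fused to lamin B1 and methylates adenine at GATC sites in DNA that comes close to the lamina, while Dam alone marks DNA wherever it can reach. AML12 cells were seeded at 2000000 cells and received lentivirus for Dam-LMNB1 or for Dam alone 48 hours later. Genomic DNA was taken after a further 72 hours, and 2.5 µg was cut with DpnI, which cuts only methylated GATC. Adapters were ligated, unmethylated sites were cut with DpnII, and 500 ng served as template for PCR of the methylated fragments. Dam-LMNB1 DNA was labelled with Cy5 and Dam-only DNA with Cy3, and both were hybridised to 1 array per biological replicate, 4 arrays in all. A higher log2 ratio therefore marks DNA that Dam-LMNB1 methylated more, relative to Dam alone, than other DNA on the array. The dyes were the same on all 4 arrays, with no swap, so an effect of the dye on a feature would repeat on each array and cannot be told apart from methylation. Each array gave a value for 974016 features. The submitters' processing notes name Agilent Feature Extraction for these log2 ratios. The background correction and dye normalization are not given in the sources used here. The medians as deposited were 0.02, 0.01, 0.00 and 0.00 for replicates 1 to 4, so the arrays came close to centred, and each was centred on its median here. A ratio of 0 is thus that of the median feature of an array, not equal methylation by Dam-LMNB1 and Dam alone. The values are not smoothed, and they name each feature only by its number on the array. The mean log2 ratios of neighbouring rows correlated at 0.0017, so the row order does not follow the genome. No value could thus be placed at a gene, a domain border or a chromosome, and LADs were not called anew. Gene content was taken from the LADs of Supplementary Table S2, which the paper called from these arrays, and from GENCODE M1 on NCBIM37 (mm9), the build of that table. The 4 replicates are called biological, but whether they came from separate cultures is not given in the sources used here, so their spread may be partly technical. The number of arrays limits the precision.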

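Log2 ratios of Dam-LMNB1 to Dam-only lay on the same side of the array's median on all 4 arrays for most features. Of all features, 318964 (32.7%) were above the median on all 4 and 318924 (32.7%) were below it on all 4, against 6.19% and 6.10% if the signs on the arrays were independent. Over all features, the mean of the 6 pairwise Pearson correlations was 0.793 ± 0.037 (SD of the 6 pairs). This correlation runs across features, which are not independent replicates. The highest was 0.853 between replicates 1 and 2, and the lowest was 0.753 between replicates 2 and 3. The mean correlation of a replicate with the other 3 was 0.804 for replicate 1, 0.801 for replicate 2, 0.768 for replicate 3 and 0.799 for replicate 4. The log2 ratio of 1 feature varied between replicates with an SD of 0.33, while the means of 4 replicates varied between features with an SD of 0.65. Differences between features thus made up 78.8% of the variance on a single array and 93.7% of the variance of the mean of 4.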

Four biological replicates were conducted and the average correlation among samples is 0.85, indicating a good reproducibility of these experiments (Figure S1). 

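Without any smoothing, features differed from the median feature across the 4 arrays in both directions. The log2 ratio of Dam-LMNB1 to Dam-only was above the median of the arrays at 281422 features (28.9%) and below it at 288211 features (29.6%), at an adjusted p under 0.05 from limma with Benjamini-Hochberg adjustment. The centring sets the near balance of these counts, which says nothing of how much DNA contacts the lamina. The test also takes the deviations on the 4 arrays as independent, which the correlations between the arrays do not bear out. At an unadjusted p under 0.05 there were 618360 features in all. The highest mean log2 ratio of a feature with 1 sign on all 4 arrays was 2.04 ± 0.16 (SD, n = 4, feature 852487), followed by 2.03 ± 0.18 (SD, n = 4, feature 460997). The lowest was -2.19 ± 0.083 (SD, n = 4, feature 478810), followed by -2.12 ± 0.17 (SD, n = 4, feature 281735). The features carry no position, so none of them can be assigned to a LAD or to a gene. The statistic of the paper, the mean of the 4 replicates over their SD, was above -3 for 807685 features (82.9%) when computed on these values. The paper applied it to signals smoothed along the genome, a step that needs positions. In the paper, the left part of the distribution of the smoothed statistic served as the null, and runs of consecutive probes above the resulting threshold were called LADs.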

Based on the four replicates, we detected LADs using probe level t-statistics (Figure S1 and Method), and identified 1,317 in AML12 cells (Supplementary Table S2). These LADs cover 48.3% of the mouse genome, and the median length of LADs is 597 kb. 

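In AML12 cells, the listed receptor genes of the sensory epithelia and the listed genes of neurons lay mostly inside LADs. The listed genes that nearly all cells use lay mostly outside them. Of 1113 olfactory receptor genes, which encode the odorant receptors of the nose, 975 (87.6%) had their start site in a LAD of Supplementary Table S2 (adjusted p = 0.00041). The same held for 236 of 370 vomeronasal and taste receptor genes (63.8%, adjusted p = 0.00041) and for 65 of 81 neuronal gene records (80.2%, adjusted p = 0.00041). It also held for 32 of 41 beta-defensin genes, which encode antimicrobial peptides (78.0%, adjusted p = 0.027), though these form only 5 runs of neighbours. The neuronal genes deepest inside were Slitrk5, Cntn6 and Lrp1b, at 3365, 2168 and 1939 kb from the nearest border, and those farthest outside were Nrxn2, Grin1 and Tubb3. None of 58 housekeeping genes started in a LAD (adjusted p = 0.00041). Of 83 ribosomal protein genes, 5 did (adjusted p = 0.0017), namely Rps4y2, Rpl10l, Rpl39l, Rpsa and Rpl14, the last pair within 4.25 kb of a border, and of 34 cell cycle genes only the spindle checkpoint gene Mad2l1 did (adjusted p = 0.0059). Of the genes that encode the LMNB1-associated proteins of Supplementary Table S1, 164 of 182 were found by symbol and 6 of these (3.66%) lay in LADs, among them Eif3e, Chordc1 and Smarca5 (adjusted p = 0.00041).
Hepatocyte genes lay on both sides, with 13 of 68 gene records (19.1%) in LADs against 24.1% of the other genes (adjusted p = 0.61). The fibrinogen genes Fga, Fgb and Fgg lay 739 to 781 kb inside a LAD on chromosome 3, with Fgg from 82811781 to 82818975. Members chosen after their places were seen are Cyp7a1, which encodes the first enzyme of bile acid synthesis, and Pck1, of gluconeogenesis, whose start sites lay 8.96 kb and 44.2 kb inside a border, and Alb and Apoa1, of serum albumin and apolipoprotein A-I, at 1918 and 1717 kb outside. In the Cyp2 family of cytochromes P450, 29 of 49 genes (59.2%) lay in LADs (adjusted p = 0.082, and 0.046 when the LADs were rotated instead of the list), with Cyp2j5, Cyp2j9 and Cyp2j6 deepest inside. All 24 clustered protocadherin genes found, 1 run of neighbours on chromosome 18, lay in LADs (adjusted p = 0.088, and 0.00092 with the LADs rotated). With the LADs rotated, the share of a list minus that of the other genes was compared. All protein-coding genes lay in LADs in 24.1% of cases, but in 49.0% in the median rotation. That test thus favours any list in LADs, so its lower values are no evidence for these families. None of the genes Lmnb1, Lmnb2, Lmna, Lbr, Tmpo, Emd, Lemd3 and H2afy started in a LAD, the closest being Lemd3 at 10.1 kb from a border.
Over all groups, 5380 of 22367 protein-coding genes (24.1%) started in a LAD, where 49.0% did in the median of 10000 rotations of the LADs along each chromosome (two-sided permutation test, p = 0.0002, the smallest they can give). This is 4.17 start sites per Mb of known bases inside and 13.4 outside. The 1317 LADs of the table spanned 1290 Mb, or 48.6% of chromosomes 1 to 19, X and Y, with a median of 597.1 kb and quartiles of 293.3 and 1183 kb. The longest, from 108709094 to 117277689 on chromosome 14, held 7 protein-coding start sites in 8569 kb, among them that of Slitrk5. The next were 8497 kb on chromosome 5 with 2 start sites, those of Pcdh7 and G6pd2, 8328 kb on chromosome 15 with 16, among them that of Eif3e, 8237 kb on chromosome 8 with 9, and 7393 kb on chromosome 3 with 4, those of Pcdh10, Pabpc4l, 1700018B24Rik and Pcdh18. Adjusted p-values are two-sided and come from an exact rotation test, in which each of the 23 lists was shifted along the gene order to all 22367 positions, with Benjamini-Hochberg adjustment over the lists. The LADs were called by the paper on these arrays, so these counts carry the error of that calling, which was not measured here.

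**Figure D1:**
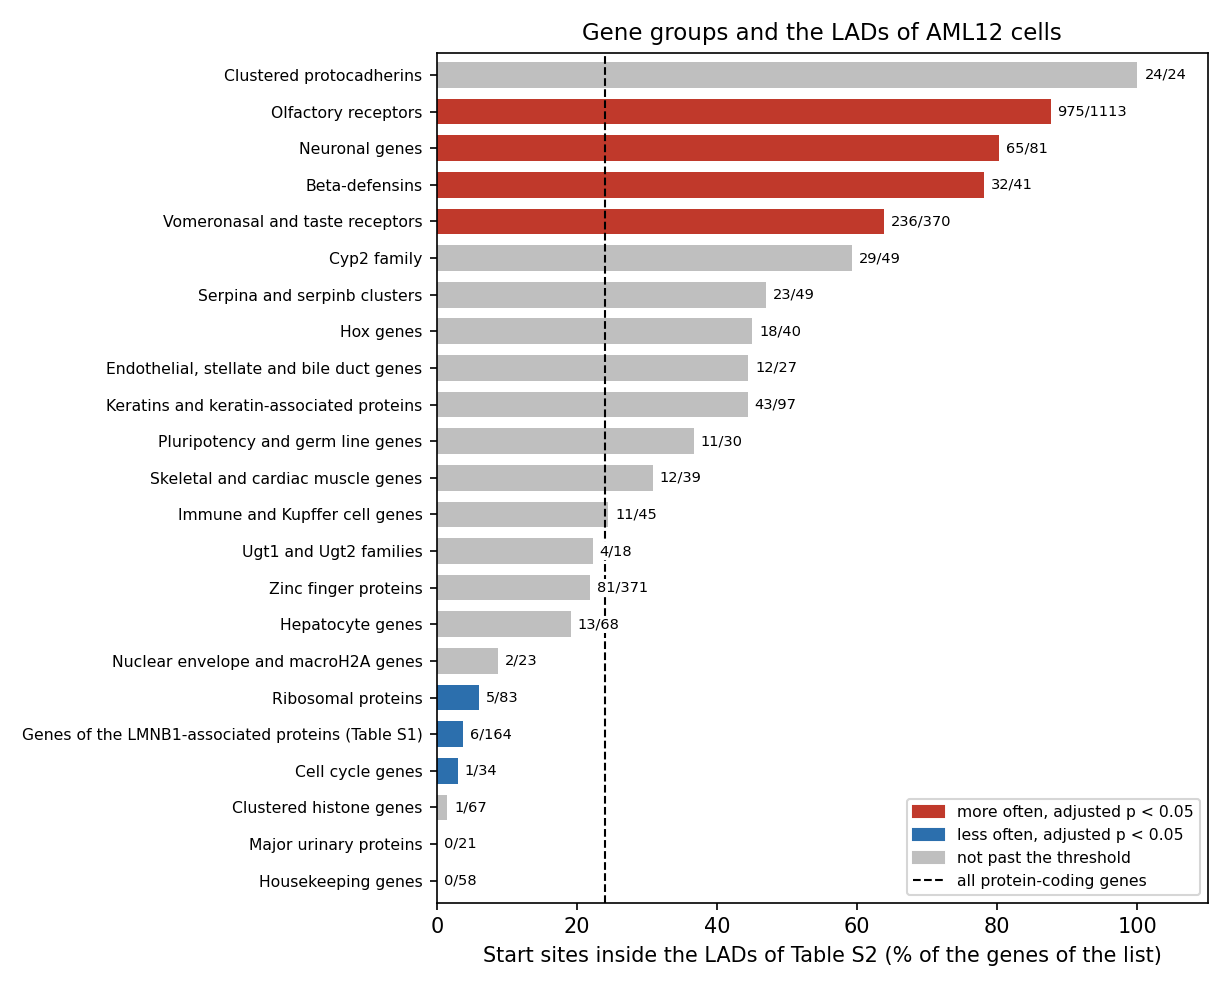
Share of the genes of each list, in percent, whose start site lies in a LAD of Supplementary Table S2, with the number of genes in LADs and in the list beside each bar. The dashed line marks 24.1% of all protein-coding genes, and the colours give the exact rotation test: 4 lists lay in LADs more often, 4 less often, and 15 did not pass the threshold.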

The global pattern of NL-chromatin interactions in liver cells is generally similar to those in other cell types (Figure S3).

We then analyzed chromatin patterns on boundaries of LADs in mouse liver cells. Like lamin B1 (Fig. 3a), repressive histone modifications H3K9me2 are highly enriched within the LADs (Fig. 3b). By contrast, the active promoter mark H3K4me3, and the insulator CCCTC-binding factor (CTCF) are enriched at the boundaries outside the LADs (Fig. 3c,d). Surprisingly, the average macroH2A occupancy is more presented inside LADs, and forms a peak on the boundary (Fig. 3e), similar to that of H3K27me3 (Fig. 3f). For example, on a 10 Mb region of chromosome 18 (Fig. 3g), macroH2A is enriched on the boundaries of LADs.

### Down-regulation of macroH2A1 reshapes chromatin architecture

To reveal potential roles of macroH2A1 in chromatin organization, we silenced the expression of macroH2A1 by RNA interference in the AML12 cells. The knockdown efficiency of two independent shRNAs was confirmed by quantitative RT-PCR (Fig. 4a), western blot (Fig. 4b), and Immunofluorescence (Fig. 4c). We then checked cellular distribution of histone modifications H3K9me3, the marker of heterochromatin. Typical H3K9me3 foci can be clearly seen in the controls (top panel of Fig. 4d). However, upon macroH2A1 knockdown, the H3K9me3 foci were largely released and spread over the nucleus (Fig. 4d). Moreover, when macroH2A1 was down regulated, global decondensation of chromatin structure can be detected with Micrococcal nuclease (MNase) assay (Fig. 4e), consistent with the results observed in melanoma cells^20^. For example, we observed prominent nucleosome ladders after 10 min of MNase digestion at knockdown of macroH2A1 but not in the scramble control sample (Fig. 4e). These data indicated that macroH2A1 is required for stabilizing the chromatin architecture in mouse liver cells.

### Down-regulation of LMNB1 results in the redistribution of macroH2A1

To further elucidate the relationship between LMNB1 and macroH2A1, we knock-downed the expression of LMNB1 in AML12 cells (Fig. 5a). The total levels of macroH2A1 were largely unchanged upon LMNB1 knockdown, as shown by western blots based on whole cell lysate (Fig. 5b) and histone extract (Fig. 5c). However, IF experiments showed that macroH2A1 signals became weaker in the cells of which LMNB1 had been silenced (Fig. 5d). These data suggested that loss of LMNB1 results in redistribution of macroH2A1 in the nucleus.

## Discussion

Protein networks associated with lamins are very difficult to be analyzed by conventional affinity complex purification, mainly due to the insolubility of lamina. In BioID experiments, the BirA* fusion protein biotinylates proximate proteins in a relatively natural cellular environment, and then the biotinylated proteins can be isolated by streptavidin beads, thus the issue of insolubility can be overcome^18^. Moreover, biotinylation is a covalent modification and the biotin-avidin interactions are nearly covalent, permitting complete cell lysing and stringent washes by using strong detergents, such as 2% SDS. These advantages make BioID an ideal tool to analyze insoluble and membrane-associated proteins such as lamins. This method was applied to analyze proteins associated with lamin A^18^. In addition, BioID has been used to screen other “difficult complexes” such as cell junction complexes^21^,^22^, centrosomes^23^ and nuclear pore complexes^24^. Most of published BioID-based studies were conducted on “easy-to-transfect” cell lines such as Hela and 293T. In this report, we engineered the BirA* element into lentiviral vectors. This virus based BioID protocol can be applied to most of cell types, including normal or primary cells that are closer to real physiological conditions.

Using this virus-based BioID assay, we identified 182 LMNB1-associated proteins in mouse liver cells. Based on the BioGRID database that integrates the data of published literatures^25^, there are 67 proteins associate with LMNB1 in human (64 proteins) or mouse (5 proteins), 7 (10%) of which are also identified in this report, and 175 associated proteins were firstly identified here. Besides known components of nuclear envelope, many proteins are associated with chromosome organization. These included some known proteins that function in chromatin-lamina tethering, such as LMNA, LBR, LAP2, MAN1^9^,^26^. It can be speculated that some novel candidates in the list could direct chromatin-lamina interaction, which call for further investigations. Furthermore, consistent with previous observation that RNA splicing factors localized with lamins^27^, there are many RNA splicing factors in the list, such as PTBP1, although their detailed roles in nuclear periphery are to be uncovered. Taken together, the proteomics data reported in this study may provide candidates for further studies regarding biological roles of lamina.

Genome-wide molecular mapping studies have identified thousands of LADs in Drosophila, human and mouse genomes^6^,^28^. In this report, we constructed the first map of LMNB1-chromatin association in mouse hepatocytes, and identified 1317 LADs. We extensively analyzed the epigenomic signatures of these LADs, and found that LADs are associated with macroH2A1-containing chromatin. Our paper thus provides useful resources to reveal the lamina-dependent chromatin organization in liver cells.

MacroH2A1 had long been recognized as a hallmark of facultative heterochromatin, and was originally linked to inactive X chromosome^29^,^30^. Further studies indicated that macroH2A1 histones are associated with repressive chromatin genome-widely^31^,^32^. Importantly, macroH2A1 contributed to the establishment and the maintenance of epigenetic states of differentiated cells and was a barrier for cellular reprogramming^33^,^34^,^35^. Besides, the levels of macroH2A1 are reduced in many cancer types^36^,^37^. In this report, we demonstrated that macroH2A1 is associated with nuclear lamina and required to maintain chromatin structure. These data suggested that macroH2A1 could regulate lamina-dependent higher-order chromatin in development and diseases, which await for further exploring.

Previous studies indicated that LMNB1 is required to maintain the organization of chromatin in interphase nuclei^38^, and depletion of LMNB1 lead to de-condensation of chromosome territories and affect chromosome positioning^39^,^40^. We further demonstrate that macroH2A1 associated with LMNB1, and down-regulation of LMNB1 resulted in redistribution of macroH2A1 protein, consistent with a previous report showing redistribution of H3K27me3^39^. These data suggested that LMNB1 is required to maintain global chromatin structure, at least partially by regulating repressive histone marks including H3K27me3 and macroH2A1.

In summary, using virus-based BioID techniques, we generated the first proteome associated with B-type lamins in mouse liver cells, and identified 182 candidate proteins. We constructed the genome-wide map of Lamina-chromatin association in mouse hepatocytes, and identified 1,317 LADs. Furthermore, we demonstrated that both LMNB1 and LMNB1-associated chromatin are associated with macroH2A, and found that loss of LMNB1 results redistribution of macroH2A1 histones. Finally, macroH2A1 contributes to the maintenance of the chromatin architecture in mouse hepatocytes. Taken together, we provided proteomics and genomics data for studies regarding the biological function and mechanisms of the nuclear lamina, and provided evidences for the lamina-macroH2A1 association as well as its biological roles to maintain genome organization.

## Materials and Methods

### Plasmid construct for BioID

The full-length mouse *Lmnb1* cDNA was amplified with primers: GCGC**AGATCT**ATGGCGACCGCGACCCCCGTGCA and GCGC**GGCGCGCC**TCACATAATGGCACAGCTTTTATTC. The Lmnb1 cDNA was cloned into the pcDNA3.1mycBioID plasmid, which was created by Roux *et al.*^18^ and was obtained from Addgene. To construct the lentivirus-based vectors, MycBirA* or MycBirA*-Lmnb1 fragments were amplified and cloned into the lentiviral plasmid. To construct the MycBirA*-macroH2A1 vector, human *macroH2A1* cDNA was amplified using primers: GGCC**GCGGCCGC**ATGTCGAGCCGCGGTGG, and GGCC**GAATTC**CTAG TTGGCGTCCAGCTTGG. The *macroH2A1* cDNA was cloned into pcDNA3.1mycBioID vector. All constructs were verified by DNA sequencing.

### BioID assay

For virus-based BioID, AML12 cells (ATCC, CRL-2254™) cells were infected with lentivirus particles of Lv-MycBirA*-Lmnb1. Twenty-four hours after infection, 4 μM of Dox +) was added, and 48 hours after infection, the cells were treated with 50 μM of biotin for 8 hours. Affinity capture of biotinylated proteins was performed as described^18^, except that we used High Capacity Streptavidin Agrose beads (Thermo Scientific) instead of magnetic beads. Same amount (1 × 10^8^) of Dox (+) and Dox (−) samples were used for one BioID experiment. Eluted biotinylated proteins were separated on SDS-PAGE and visualized by silver staining. For western blot analysis, 10% of eluted product was loaded for one blot.

### Mass Spectrometry (MS) and data analysis

To prepare samples for MS analysis, eluted biotinylated proteins were separated by SDS-PAGE, and visualized by coomassie staining. The gel lanes were equally excised and divided into 3 parts, each of which was used for one MS analysis. The LC-MS/MS experiments were performed on a Nano UPLC system (Waters Corporation) connected to a quadrupole-Orbitrap mass spectrometer (Q-Exactive) (ThermoFisher Scientific) equipped with an online nano-electrospray ion source.

The mass spectra were searched using the Mascot Daemon software (Version 2.3.0) based on the Mascot algorithm. The UniProtKB/Swiss-Prot database (Release 2014_02_19, with 16648 entries) was used to search. To reduce false positive identification results, a decoy database containing the reverse sequences was appended to the database. The searching parameters were set up as follows: full trypsin (KR) cleavage with four missed cleavage was considered. Oxidation on methionine and Biotinylation on lysine were set as variable modifications. The peptide mass tolerance was 10 ppm and the fragment ion tolerance was 0.05 Da. Filter parameter: Significance threshold p < 0.05, Ions score or expect cut of 13 and choose show percolator scores; use the percolator algorithm to control peptide level false discovery rates (FDR) lower than 1%.

MS analyses of BirA*-Lmnb1and BirA* BioID products were performed on three biological replicates in AML12 cells. Proteins that appear at least twice in the three replicates were considered as positive hits. Keratins and other epidermal proteins, proteases and endogenously biotinylated carboxylases were discarded for further analysis as described^21^. To compare relative abundance of proteins among different mass spectrometry analyses, PSM (peptide spectral match) values for individual proteins were normalized with the total PSMs for each run^21^, and normalized PSMs of three replicates were averaged. Protein hits only identified in BirA*-lmnb1 BioID, and hits whose PSMs in BirA*-lmnb1 BioID were 2-fold greater than those of BirA* alone were considered as candidates of LNMB1 associated proteins. The protein list was used for Gene Ontology (GO) analysis via the DAVID bioinformatics tools^41^.

### DamID and data analysis

DamID experiments were performed as described^6^ in AML-12 cells. Dam-only and Dam-LMNB1 samples were labeled with Cy3 and Cy5 respectively, and were hybridized to mouse CGH whole genome tiling arrays (Agilent Technologies). Arrays were scanned to obtain probe intensity and log2 ratios of Dam-LMNB1/Dam-only. The experiments were performed for four biological replicates. The DamID microarray data were deposited in the GEO database with Series entry number GSE73703.

All data analyses were performed using R programming language. To detect Lamina associated chromatin domains (LADs), DamID data were first normalized and smoothed. We smoothed the probe signals using a moving average approach with a window size of 100 k bps. The smoothing procedure takes into consideration of the spatial correlation of signals and increases power of LADs detection. Next at each probe, we converted the smoothed signals from four replicates into one t-statistics using the mean divided by standard deviation. We then determined a t-statistics threshold for calling LADs based on probe level false discovery rate (FDR), using the left part of the distribution as null (Figure S2). Under FDR 0.01, the threshold is −3. We defined LADs as regions with consecutive probes with t-statistics greater than the threshold. We also required minimum length of LADs to be 100 k bps and containing at least 50 probes. LADs with distances <5 kb were merged into one LAD.

To explore epigenomic features of LADs, chromatin markers H3K9me2, CTCF, H3K27me3, H3K4me3 and macroH2A were plotted against LAD boundaries (±200 kb). Firstly, we combined left and mirrored right boundaries, and converted all features to coordinates relative to the nearest boundary. Next, we constructed continuous 5 kb sliding windows from outside to inside to calculate the averaged signal according to the position of each LAD. Finally, we profiled the averaged data, and each plot reflects the average signal across all boundaries. Datasets of liver cell were obtained from the Gene Expression Omnibus (GEO) database: H3K9me2 (GSE28581), macroH2A (GSM469459). CTCF (GSM918715), H3K27me3 (GSM1000150) and H3K4Me3 (GSM769014).

### RNA interference

For the RNAi experiments, shRNA clones were picked up from The RNAi Consortium (TRC) libraries: Lmnb1 (TRCN0000091903 and TRCN0000091904); macroH2A1 (TRCN0000097040 and TRCN0000097040). As a control, a 21-mer scrambled sequence, ACTCGACACTATAGTATCTCA, was cloned into pLKO.1-TRC cloning vector. To produce shRNA lentivirus, 293T cells were transfected with 1 μg shRNA vector, 0.75 μg pspax2 plasmid and 0.25 μg pMD2.G plasmid with 5 μl FuGENE 6 in 200 μl Opti-MEM per well. For RNAi experiments, 20,000 of AML12 cells were infected with 100 μl of virus-containing supernatant in a well of six-well-plates. Medium was changed 12 hours after transfection, and then 1 μg/ml of puromycin was added for cell selection for 48 hours or longer.

### Immunofluorescence

Immunofluorescence was performed as described^42^ with minor modifications. Briefly, after washing, fixing and permealizing, cells were incubated overnight at 4 °C with primary antibodies: goat polyclonal Lamin B1 (sc-6216, Santa Cruz Biotechnology), mouse monoclonal Myc (60003-2-Ig, Proteintech), rabbit monoclonal MacroH2A1 (ab183041, Abcam), rabbit polyclonal H3K9me3 (A2360, Proteintech), rabbit monoclonal H3K27me3 (9733, CST) and rabbit monoclonal H3K4me3 (9751, CST). After incubation, cells were washed three times with blocking buffer (4% BSA in 1XPBS) and incubated two hours with secondary antibodies: Alexa Flour488 donkey anti-goat, Dylight 594 donkey anti-mouse, Dylight 594 donkey anti-rabbit (all from Jackson immunoResearch Lab). For biotinylated protein staining, cells were incubated with fluorescent Dye 647-Streptavidin (U0297, Abnova) for 2 hour at RT. After incubation with secondary antibodies or streptavidin, coverslips were washed three times and counterstained with 0.5 mg/ml DAPI (Beyotime Biotechnology) for 5 minutes at RT. Then coverslips were mounted in vectashield mounting medium (H-1000, Vector, Burlingame) and sealed on slides.

### Imaging with confocal microscope and Structured Illumination Microscopy (SIM)

Confocal images were taken with a confocal laser scanning microscopy (Leica, SP5), using parameters as followings: Apochromat 63 × 1.4 NA oil immersion objective lens; zoom = 3; Laser lines 405 nm, 488 nm, 594 nm, and 647 nm to excite DAPI, AlexaFluor 488, Dylight 594 and Dylight 647, respectively. Digital images were analyzed using the Leica software (LAS AF Lite).

For SIM imaging, immunofluorescence preparations were observed on an Eclipse Ti inverted microscope equipped with a Nikon Plan Apo 3100 TIRF objective (NA 1.49, oil immersion; Nikon, NIS-elements AR). For imaging three lasers SIM405, SIM488 and SIM 594, z-step size was set to 0.20 um; for each focal plane, 15 images (5 phases, 3 angles) were captured with the NIS-Elements software. SIM images were reconstructed, acquired and analyzed using the N-SIM module of the NIS-Elements Advanced Research 3.0 software. The parameters of reconstruction are as follows: Illumination modulation contrast, auto; High resolution noise suppression, 1.00; Out of focus blur suppression 0.05.

### Micrococcal nuclease (MNase) assays

MNase assay was conducted as described^20^ with some modification. Briefly, cells were counted and evenly aliquoted (2.5 × 10^6^ cells per assay), and each sample was treated with 1/150 unit of micrococcal nuclease for 0, 5, 10, 20 or 30 min at 37 °C. DNA samples was purified by equal volume of phenol/chloroform. Equal amounts of DNA (800 ng/lane) were resolved on 1.5% agarose gel.

### Western Blot

Protein samples were separated on SDS-PAGE and transferred to polyvinylidene difluoride membranes, and probed with primary antibodies: anti-Lamin B1 (sc-6216, Santa Cruz Biotechnology), anti-macroH2A1 (ab183041, Abcam), anti-LAP2 (14651-1-AP, Proteintech), anti-EMD (10351-1-AP, Proteintech), anti-MAN1 (sc-50458, Santa Cruz Biotechnology), anti-Lamin A/C (sc-6215, Santa Cruz Biotechnology); anti H3 (ab1791, abcam), anti H3K9me3 (A2360, Proteintech), anti H3K27me3 (9733, CST), anti-b-Actin (AGM11086, AOGMA) and anti-GAPDH (AGM12183, AOGMA). Then bound primary antibodies were detected with AffiniPure peroxidase–conjugated 2^nd^ antibodies (Jackson immunoResearch Lab). The blots were developed with ECL Plus Western Blotting Substrate (32132, Thermo Scientific), and imaged by the FluorChem M System (ProteinSimple, Santa Clara, CA, US).

### qRT-PCR

RNA was isolated using TRIZOL (Life Technologies). cDNA was generated by FastQuant RT Kit (Tiangen, Beijing, China). Quantitative PCR was performed with 2× PCR SYBR®Green master mix (Roche) on the Lightcycle96 real-time PCR system (Roche). Primers were as follows: macroH2A forward, 5′-CTGCCTGCCAAGTTTGTGAT-3′; macroH2A reverse, 5′-CAATGGAT GGGAAGGCGATG-3′; Lmnb1 forward, 5′-CAACTGACCTCATCTGGA AGAAC-3′; Lmnb1 reverse, 5′-CTTGAAGACTGTGCTTCTCTGAG-3. B-Actin forward: 5′-GGTCATCACTATTGGCAACG; B-Actin reverse: 5′-ACGGATGTC AACGTCACACT.

## Additional Information

**How to cite this article**: Fu, Y. *et al.* MacroH2A1 associates with nuclear lamina and maintains chromatin architecture in mouse liver cells. *Sci. Rep.* **5**, 17186; doi: 10.1038/srep17186 (2015).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
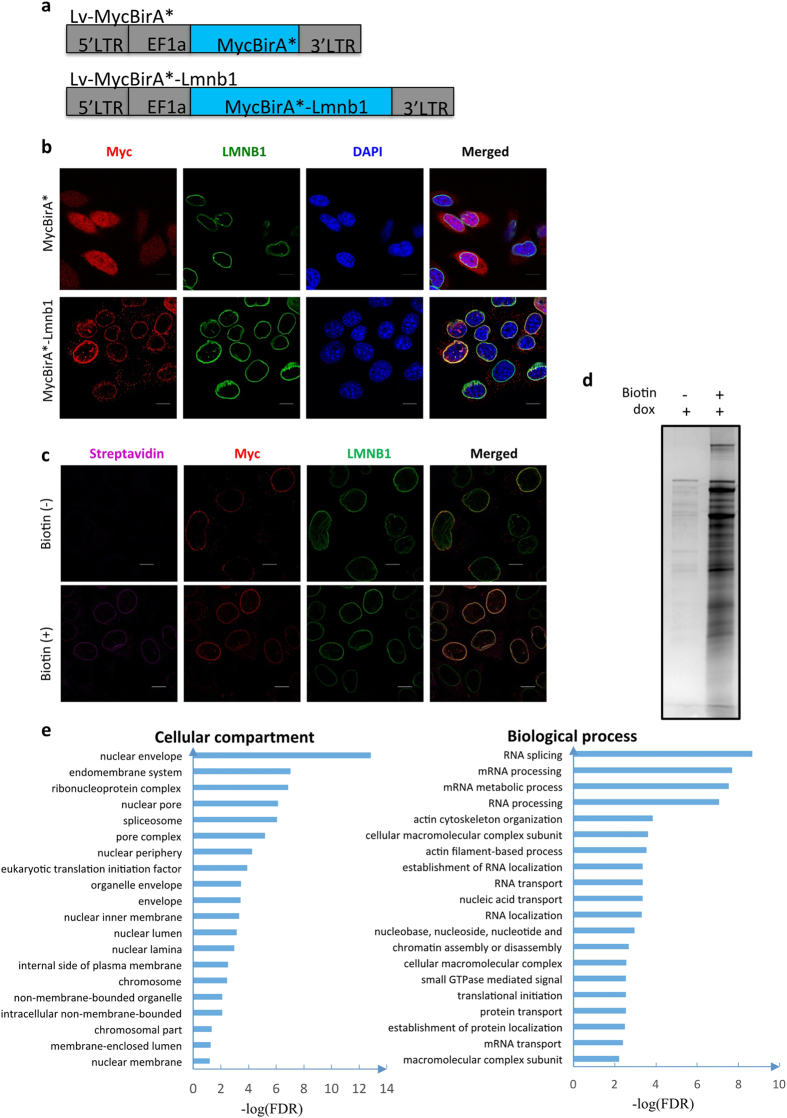
Identification of proteins associated with LMNB1 in AML12 cells by virus-based BioID assay. (**a**) Schematic drawing of vectors with the lentiviral backbone: Lv-MycBirA* and Lv-MycBirA*-Lmnb1. LTR = long terminal repeat. EF1a is the promoter of fusion proteins. (**b**) Localization of fusion proteins in AML12 cell infected with lentivirus particles. In the immunofluorescence experiments, exogenous fusion proteins and LMNB1 were detected with anti-myc (red) and anti-LMNB1 (green) antibodies, and DNA was labeled with DAPI (blue). Myc-BirA* was used as random control. Scale = 10 μm. (**c**) Localization of biotinylated proteins in AML12 cells infected with lentivirus. Biotinylated proteins were detected with streptavidin (purple); exogenous fusion proteins were detected with anti-Myc (red) antibody. Scale = 10 μm. Stained cells were imaged with the confocal laser scanning microscopy. (**d**) Biotinylated proteins as visualized by silver-stained SDS-PAGE. BioID experiments were conducted in AML12 cells infected with lentivirus of Lv-MycBirA*-Lmnb1. For the samples with (+) or without (−) dox, equal amount of cells were used for BioID experiments, and same volumes of eluted products were loaded on the gel. (**e**) Top twenty Gene Ontology (GO) terms of cellular compartments and biological process ranked by false discover rates (FDR). The list of LMNB1-associated proteins (Supplementary Table S1) was used for GO analysis with the DAVID tools.

**Figure 2:**
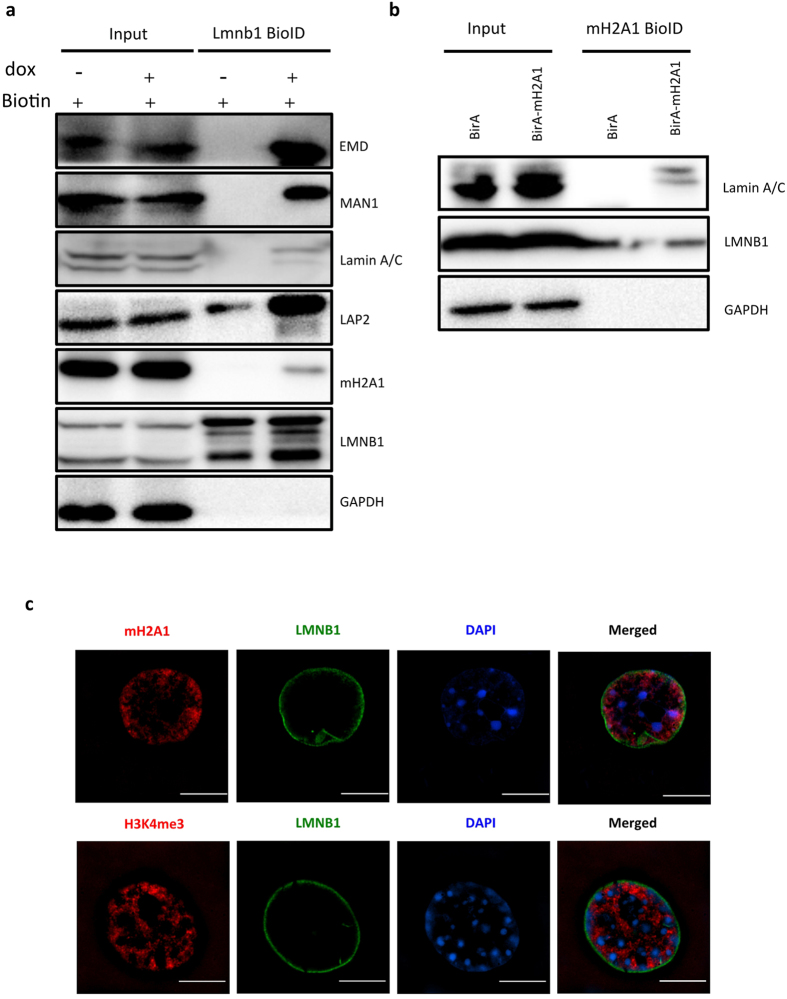
LMNB1 associates with histone variants macroH2A1. (**a**) Validation of proteomic data with western blotting. Whole cell extract (Input) and captured biotinylated proteins (BioID) were blotted with the indicated antibodies, in presence of biotin. Starting materials were equal for the samples with (+) and without (−) dox. GAPDH was used as a negative control. (**b**) Test of macroH2A1-LMNB1 association by BioID using macroH2A1 as the bait. Whole cell extract (Input) and macroH2A1 BioID products in Hela cells were blotted with the indicated antibodies. GAPDH was used as a negative control. (**c**) Sub-cellular localization of macroH2A1 or H3K4me3 (red) and LMNB1 (green) were shown by immunofluorescence and super-resolution microscope (SIM) in AML12. DNA was labeled with DAPI (blue). Scale = 10 μm.

**Figure 3:**
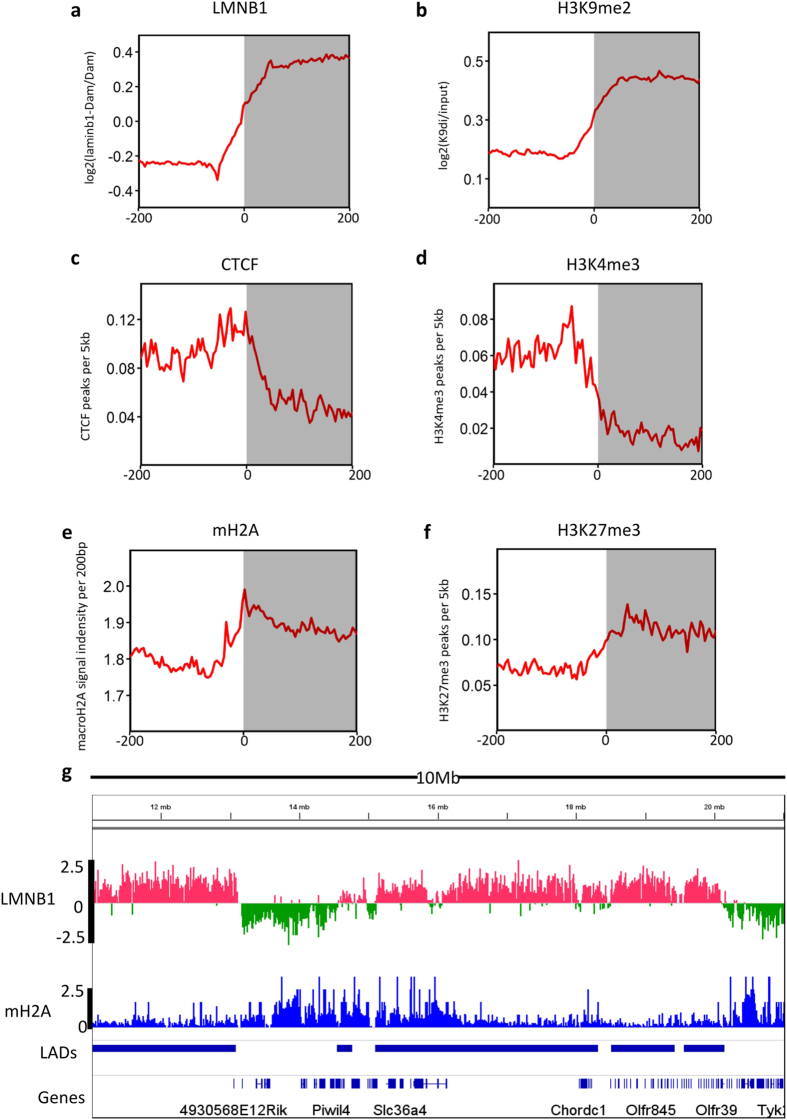
MacroH2A is enriched on boundaries of Lamina-associated domains. (**a**–**f**) Profiles of chromatin features aligned against LAD border regions (200 kb inside and outside LADs). The X-axis represents relative positions to the nearest boundary, and the Y-axis represents averaged binding ratios (LMNB1, H3K9me2), averaged number of peaks (H3K4me3, H3K27me3, CTCF), and averaged signal intensity (macroH2A). Gray areas indicate regions inside LADs, and red lines show averages with moving window sizes of 5 kb. (**b**) As an example, a 10 Mb region along chromosome 18 showing the enrichment of macroH2A around the LAD borders.

**Figure 4:**
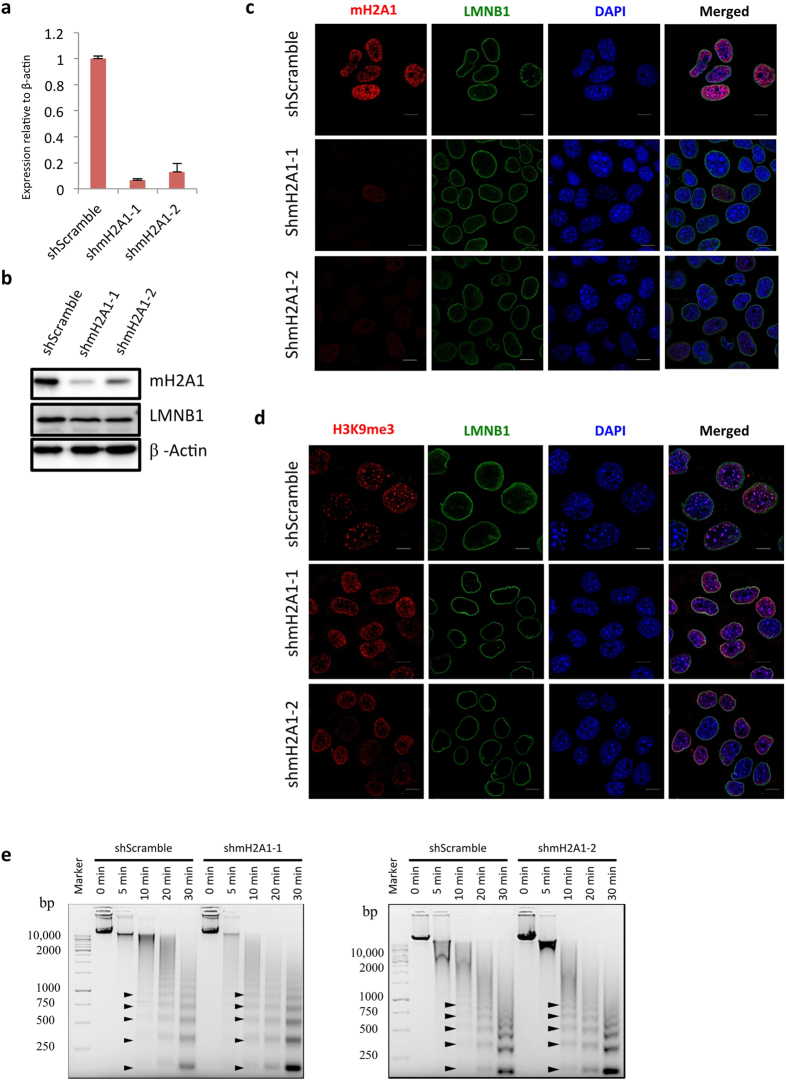
Knockdown of macroH2A1 changes chromatin architecture in mouse hepatocytes. Knockdown efficiency of macroH2A1 in AML-12 cells as tested by qRT-PCR (**a**), western blots (**b**) and immunofluorescence (**c**). Relative expression level of the scramble control was set as 1 in qRT-PCR experiments. (**d**) Sub-nuclear localization of the heterochromatin marker H3K9me3 upon macroH2A1 knockdown. Confocal images show localization of H3K9me3 (red), LNMB1 (green) and DAPI (blue), Scale = 10 μm. (**e**) MNase assay for macroH2A1 RNAi and negative control cells, Black arrows indicate nucleosome ladders from MNase digestion.

**Figure 5:**
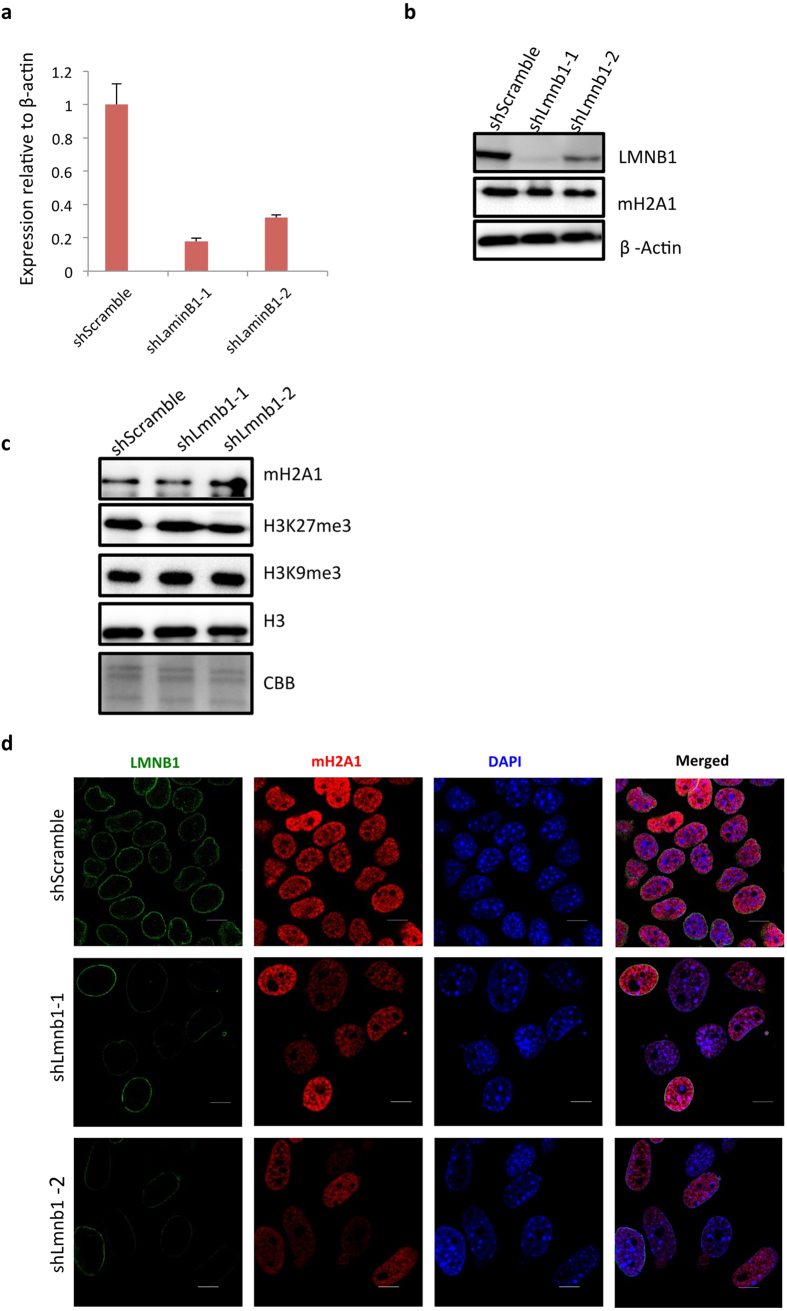
Down regulation of LMNB1 results in redistribution of macroH2A1 in mouse hepatocytes. (**a**) Knockdown efficiency as tested by qRT-PCR. Relative expression level of the scramble control was set as 1. (**b**) Total protein levels as shown by western blots using whole cell extract. B-Actin was used as loading control. (**c**) MacroH2A1, histone modifications (H3K27me3 and H3K9me3) and total histone H3 detected by western blots using histone extracts, Both H3 western blot and Comassie Blue Brilliant staining (CBB) are as loading controls. (**d**) Immunofluorescence of LMNB1 (green) and macroH2A1 (red) upon LMNB1 knockdown. Scale = 10 μm.

# Supplementary material for: MacroH2A1 associates with nuclear lamina and maintains chromatin architecture in mouse liver cells
**Source:** Sci Rep. 2015 Nov 25;5:17186. doi: 10.1038/srep17186
**Supplement:** Supplementary Information

Supplementary Information

MacroH2A1 associates with nuclear lamina and maintains chromatin architecture in mouse liver cells

Yuhua Fu¹, Pin Lv¹, Guoquan Yan¹⁻², Hui Fan¹, Lu Cheng¹, Feng Zhang³, Yongjun Dang¹,
Hao Wu⁴ and Bo Wen^{1,3*}

¹ Key Laboratory of Molecular Medicine of Ministry of Education and Institutes of Biomedical Sciences, Shanghai Medical College, Fudan University, Shanghai 200032, China; ² Department of Chemistry, Fudan University, Shanghai, 200433; ³ State Key Laboratory of Genetic Engineering and Collaborative Innovation Center for Genetics and Development, School of Life Sciences, Fudan University, Shanghai 200438, China; ⁴ Department of Biostatistics and Bioinformatics, Emory University, Atlanta, GA 30322, USA.

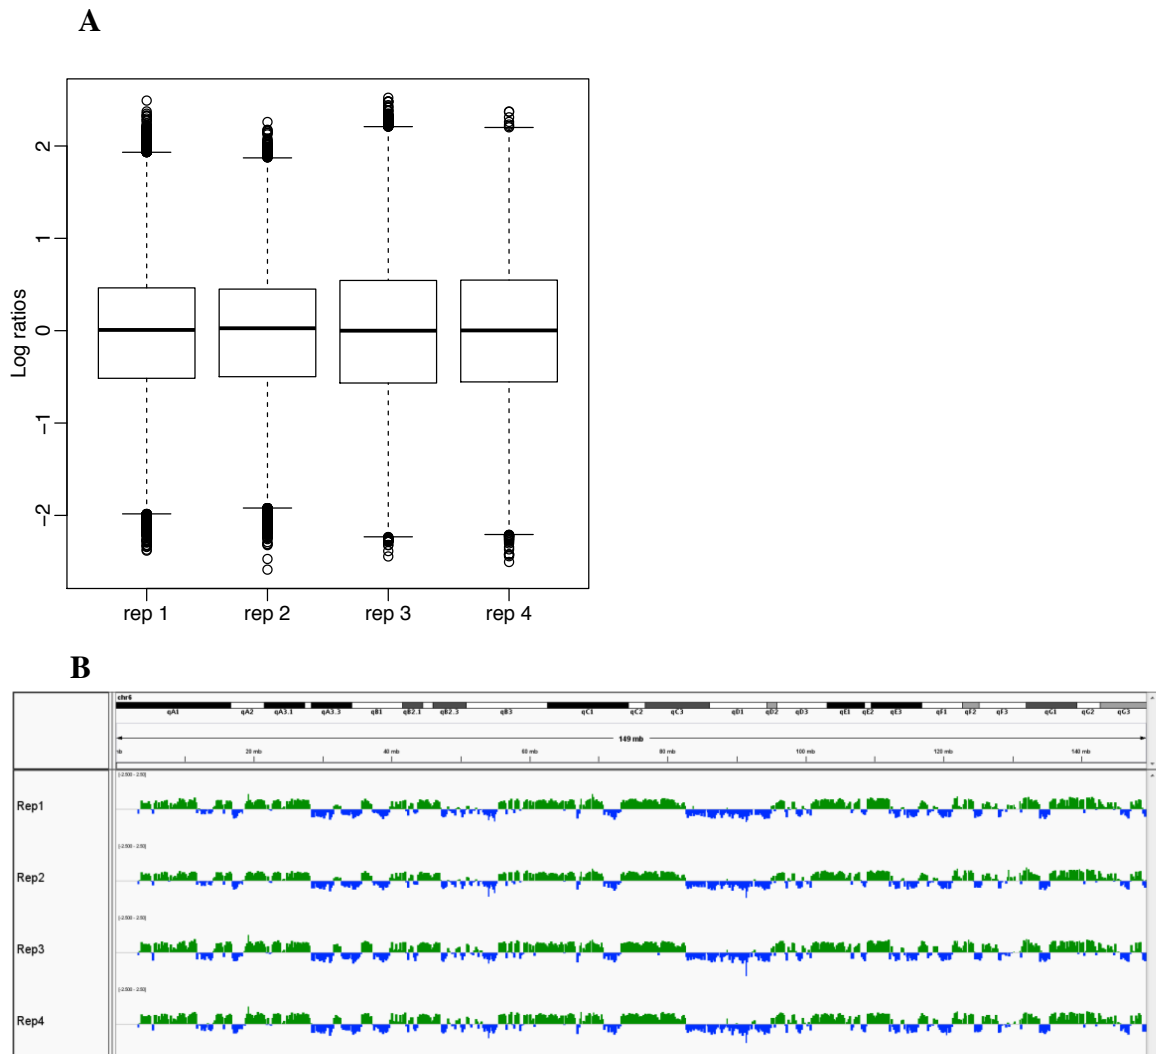

Figure S1. Reproducibility of biological replicates of LMNB1 DamID in AML12 cells. (A) Boxplot of LMNB1 signals ($\log_2$ ratios of Dam-LMNB1/Dam-only) from replicates. Average correlation of data from the four replicates is 0.85. (B) LMNB1 signals across genome, as exemplified by chromosomes 6, show almost identical distributions among replicates. These results indicate a highly reproducibility of these experiments.

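The 4 arrays had similar distributions of log2 ratios, and replicate 3 had the widest. The SD over features was 0.66 for replicate 1, 0.69 for replicate 2, 0.76 for replicate 3 and 0.73 for replicate 4. The lower and upper quartiles were -0.49 and 0.45 for replicate 1, -0.51 and 0.46 for replicate 2, -0.56 and 0.54 for replicate 3, and -0.55 and 0.55 for replicate 4. The extremes were -2.59 and 2.26 for replicate 1, -2.38 and 2.49 for replicate 2, and -2.44 and 2.52 for replicate 3, and replicate 4 reached 2.37, with its lowest value between those of replicates 1 and 3. Between 6080 and 10593 features per array were deposited at exactly 0, and 1777 features were at 0 on all 4 arrays. Each distribution had 1 maximum, close to 0, in a kernel estimate with a bandwidth of 0.1.

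**Figure D2:**
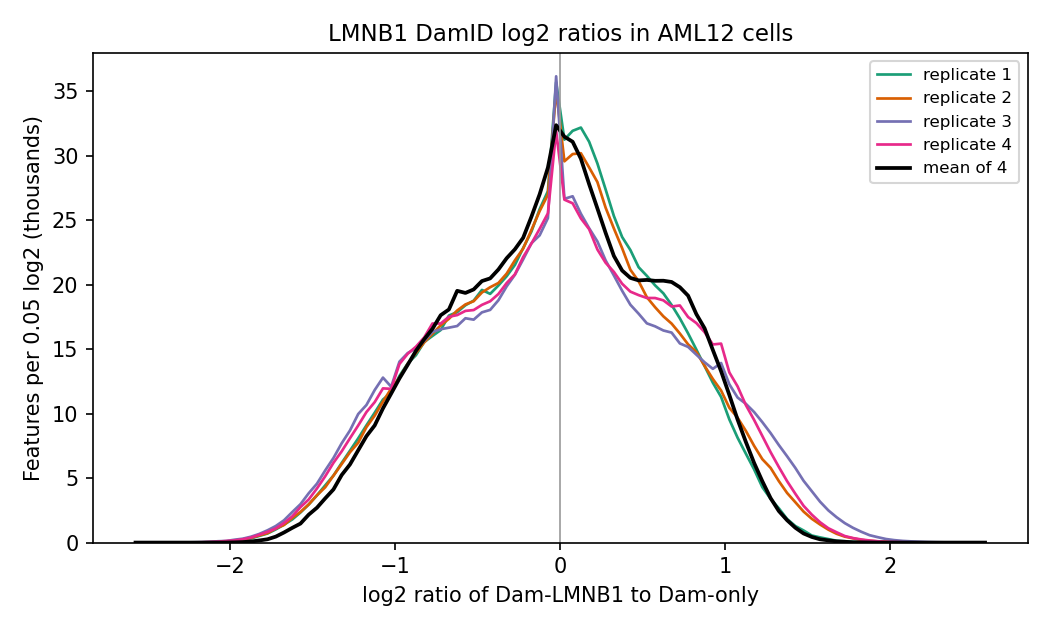
Number of features per 0.05 of log2 ratio of Dam-LMNB1 to Dam-only, for each of the 4 replicates centred on its median and for their mean. The narrow peak next to 0 includes the features deposited at exactly 0, and the curve of replicate 3 reaches farthest to the right.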

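Chromosome 6 held 72 of the LADs of Supplementary Table S2, which covered 54.8% of its 149517037 bases in mm9. Start sites of protein-coding genes were fewer inside these LADs, at 4.69 per Mb, than outside, at 11.6 per Mb, with 384 of 1171 start sites inside. The neuronal genes Cntnap2, Lrrtm4 and Cntn4, chosen like Fabp1 after their places were seen, lay 1331, 1110 and 983 kb inside a LAD on this chromosome. Gapdh, a gene of glycolysis, and Fabp1, which encodes the liver fatty acid binding protein, lay 465.1 and 882.3 kb outside. The Hoxa genes, transcription factors of the body axis, lay 831.4 to 933.9 kb outside. The log2 ratios of the single replicates along chromosome 6 were not analysed here, as the features carry no position.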

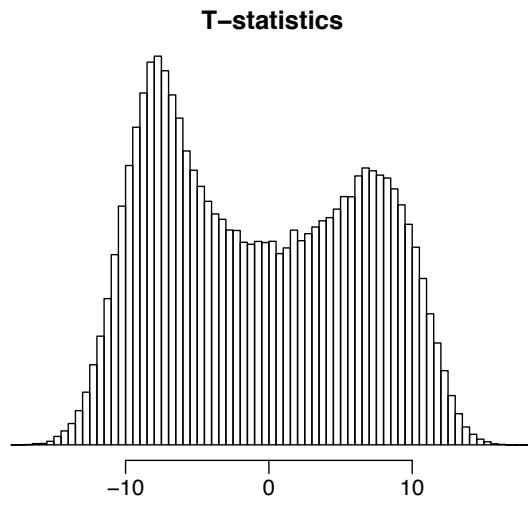

Figure S2. Histogram of probe level t-statistics from smoothed signals. Histogram of the resulting test statistics shows a clear bimodal distribution. Two parts of the distribution represent probes from Lamin B1 associated chromatin domains (LADs) and non-LADs.

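The histogram in Figure S2 is of signals averaged along the genome before the statistic was taken. On the single features, the mean of the 4 replicates over their SD had 1 maximum, at -0.20 in a kernel estimate with a bandwidth of 0.3, and tails on both sides. It lay below -3 for 166331 features (17.1%) and above 3 for 130902 (13.4%).

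**Figure D3:**
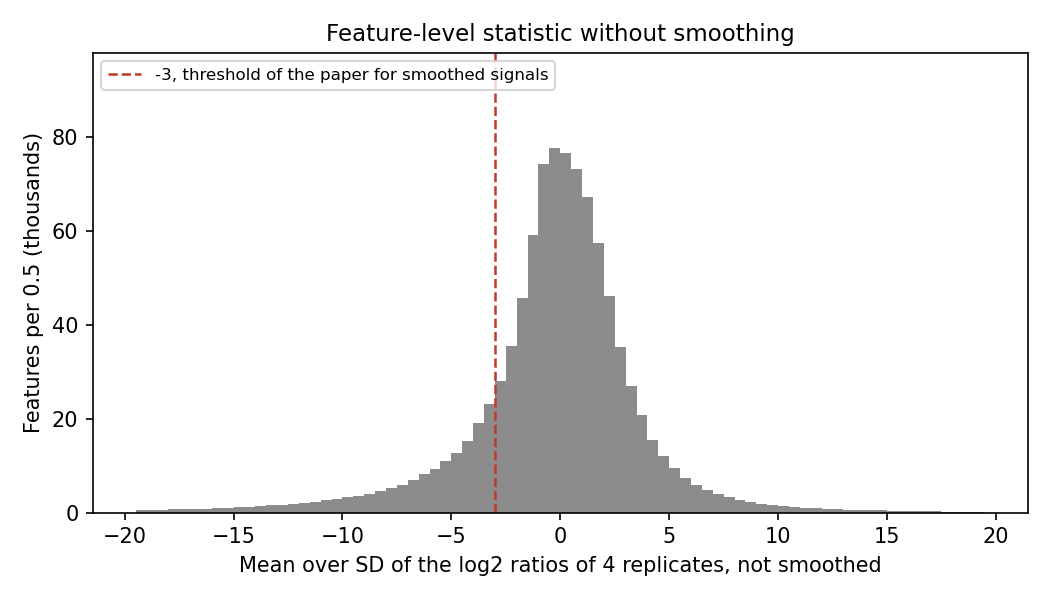
Number of features per 0.5 of the statistic, the mean of the 4 log2 ratios over their SD, without smoothing and with the outermost values not drawn. The single maximum lies near 0, and most features lie to the right of the dashed line at -3, the threshold the paper set on smoothed signals.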

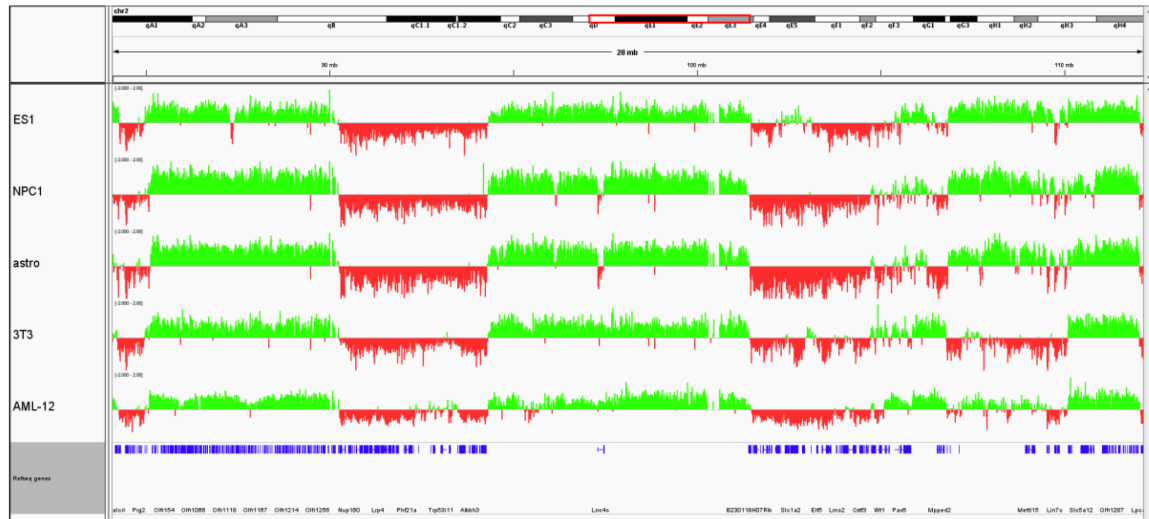

Figure S3. Comparison of LMNB1-chromatin association maps among cell types. Showing is LMNB1 signals of embryonic stem cells (ES), neural progenitor cells (NPC), Astrocytes (Astro), 3T3 cells and AML12 cells, on a 28 Mb region of chromosome 2.

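The region of Figure S3, 28 Mb of chromosome 2 from 84 Mb onward in mm9, holds 10 LADs of Supplementary Table S2, which cover 54.7% of it in AML12 cells. Most of the genes in these LADs are olfactory receptor genes, of which 238 of 258 in the region had their start site in a LAD, against 24 of the 152 other protein-coding genes. The LAD from 85100886 to 87690580 held 119 start sites, the most of any LAD, and 116 of them were of olfactory receptor genes. Of the receptor genes labelled in the figure, Olfr154, Olfr1086, Olfr1118, Olfr1214, Olfr1256 and Olfr1287 lay inside LADs, and Olfr1167 lay 143.9 kb outside, in the gap between 2 LADs. Pax6, a transcription factor of eye and brain development, lay 447.2 kb inside. Lrrc4c, which encodes a synaptic adhesion protein, lay in the LAD from 96072391 to 100281253, which held 3 start sites in 4209 kb. Nup160, of the nuclear pore, and Phf21a, of a repressor complex, lay 378.4 and 1794 kb outside. The other cell types of the figure were not analysed here.

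**Figure D4:**
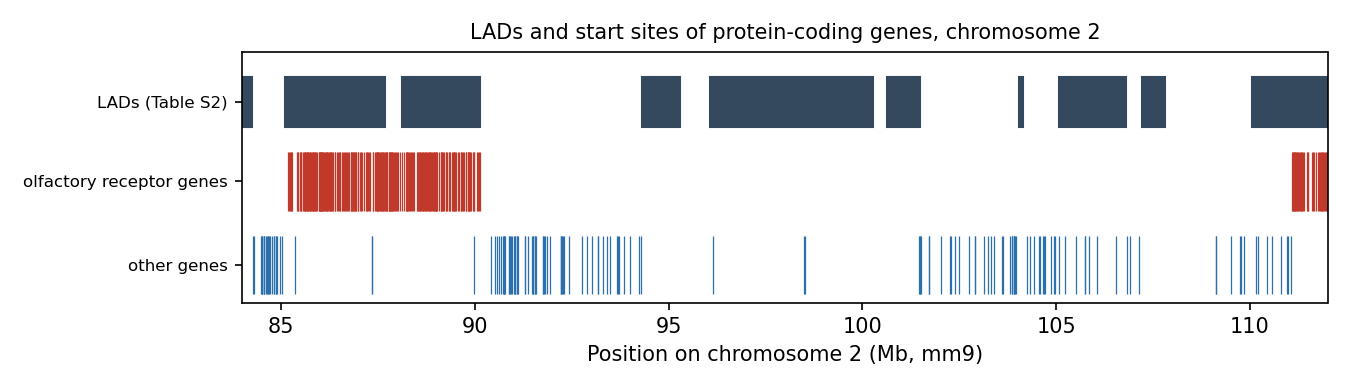
Positions, in Mb of mm9, of the LADs of Supplementary Table S2 and of the start sites of olfactory receptor genes and other protein-coding genes along chromosome 2. The 258 olfactory receptor genes stand in 2 groups, with 238 of them under LADs and the others in the gap between 2 LADs, and most of the 152 other genes stand between LADs.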

Table S1. Proteins associated with Lamin B1 as identified by BioID

Gene	Protein ID	BirA*-LmnB1 BioID				BirA* BioID			
		# of matches				# of matches			
		Rep1	Rep2	Rep3	PSM	Rep1	Rep2	Rep3	PSM
Actn1	Q7TPR4	388	372	386	278.1	10	12	35	49.1
Actn2	Q9JI91	0	113	125	56.9	0	0	0	0
Actn4	P57780	387	380	383	279.1	0	0	0	0
Ahctf1	Q8CJF7	12	13	12	9.0	0	0	0	0
Ankfy1	Q810B6	1	1	1	0.7	0	0	0	0
Anp32b	Q9EST5	0	3	2	1.2	0	0	0	0
Arhgdia	Q99PT1	1	3	2	1.4	0	0	0	0
Arhgef17	Q80U35	2	4	3	2.2	0	0	0	0
Bzw1	Q9CQC6	2	1	1	1.0	0	0	0	0
Capza1	P47753	29	22	27	19.0	1	1	1	2.7
Ccar1	Q8CH18	0	2	2	1.0	0	0	0	0
Ccdc47	Q9D024	1	0	1	0.5	0	0	0	0
Ccdc50	Q810U5	1	1	1	0.7	0	0	0	0
Ccnd1	P25322	1	1	0	0.5	0	0	0	0
Cdc37	Q61081	1	1	2	1.0	0	0	0	0
Cdc42bpa	Q3UU96	1	3	0	1.0	0	0	0	0
Cdc42bpb	Q7TT50	1	2	0	0.7	0	0	0	0
Cdc42ep1	Q91W92	2	1	0	0.7	0	0	0	0
Cdc5l	Q6A068	1	1	0	0.5	0	0	0	0
Cdk18	Q04899	0	1	1	0.5	0	0	0	0
Cdk4	P30285	1	2	2	1.2	0	0	0	0
Chchd3	Q9CRB9	1	1	3	1.2	0	0	0	0
Chd4	Q6PDQ2	3	2	2	1.7	0	0	0	0
Chordc1	Q9D1P4	1	1	1	0.7	0	0	0	0
Chtop	Q9CY57	2	1	4	1.7	0	0	0	0
Cops4	O88544	1	1	0	0.5	0	0	0	0
Cpsf3l	Q9CWS4	0	2	1	0.7	0	0	0	0
Csrp1	P97315	1	1	2	1.0	0	0	0	0
Ctnna1	P26231	5	2	5	2.9	0	0	0	0
Cystm1	Q8K353	1	0	1	0.5	0	0	0	0
Dctn1	O08788	1	1	1	0.7	0	0	0	0
Ddx1	Q91VR5	3	5	4	2.9	0	0	0	0
Ddx50	Q99MJ9	1	5	4	2.4	0	0	0	0
Ddx6	P54823	1	1	0	0.5	0	0	0	0
Dhx15	O35286	2	2	1	1.2	0	0	0	0
Dnajb6	O54946	0	1	1	0.5	0	0	0	0
Eef2	P58252	19	21	19	14.3	1	3	3	6.0
Eif1ax	Q8BMJ3	1	1	1	0.7	0	0	0	0
Eif2s1	Q6ZWX6	1	2	1	1.0	0	0	0	0
Eif3c	Q8R1B4	3	6	3	2.9	0	0	0	0
Eif3d	O70194	5	5	4	3.4	0	0	0	0
Eif3e	P60229	1	1	2	1.0	0	0	0	0

Eif3g	Q9Z1D1	3	3	2	1.9	0	0	0	0
Eif3h	Q91WK2	1	2	1	1.0	0	0	0	0
Eif3i	Q9QZD9	2	5	2	2.2	0	0	0	0
Eif4a3	Q91VC3	5	6	8	4.6	0	0	0	0
Eif4b	Q8BGD9	1	1	1	0.7	0	0	0	0
Eif5a2	Q8BGY2	1	0	1	0.5	0	0	0	0
Emd	O08579	5	8	6	4.6	0	0	0	0
Etf1	Q8BWY3	0	1	1	0.5	0	0	0	0
Ezr	P26040	20	20	19	14.3	0	5	3	6.6
Faf2	Q3TDN2	0	1	1	0.5	0	0	0	0
Fkbp5	Q64378	5	8	6	4.6	1	0	1	1.9
Flnb	Q80X90	22	22	22	16.0	2	2	5	7.8
Fmnl2	A2APV2	6	6	5	4.1	0	0	0	0
Fus	P56959	3	2	2	1.7	0	0	0	0
G3bp1	P97855	3	3	0	1.5	0	0	0	0
Gdi2	Q61598	2	2	2	1.5	0	0	0	0
Gtf2i	Q9ESZ8	1	0	2	0.7	0	0	0	0
H2afx	P27661	3	0	3	1.5	0	0	0	0
H2afy	Q9QZQ8	1	1	1	0.7	0	0	0	0
H2afz	P0C0S6	3	3	3	2.2	0	0	0	0
Hist1h1d	P43277	3	0	6	2.2	0	0	0	0
Hist1h1e	P43274	3	4	6	3.1	0	0	0	0
Hmgb1	P63158	0	1	1	0.5	0	0	0	0
Hmgb2	P30681	3	1	1	1.2	0	0	0	0
Hnrnpa0	Q9CX86	1	0	2	0.7	0	0	0	0
Hnrnpa1	P49312	5	6	5	3.9	0	0	0	0
Hnrnpa2b1	O88569	8	6	5	4.6	0	0	0	0
Hnrnpa3	Q8BG05	4	5	3	2.9	0	0	0	0
Hnrnpab	Q99020	2	0	1	0.7	0	0	0	0
Hnrnpc	Q9Z204	1	2	1	1.0	0	0	0	0
Hnrnpb1	O35737	6	9	8	5.6	0	0	0	0
Hnrnpk	P61979	9	11	10	7.3	0	1	1	1.6
Hnrnpul2	Q00PI9	2	3	1	1.5	0	0	0	0
Hp1bp3	Q3TEA8	1	0	2	0.7	0	0	0	0
Hspa4	Q61316	3	2	3	1.9	0	0	0	0
Ilk	O55222	2	1	3	1.5	0	0	0	0
Ipo7	Q9EPL8	2	0	1	0.7	0	0	0	0
Ipo9	Q91YE6	0	1	4	1.2	0	0	0	0
Khdrbs1	Q60749	1	3	1	1.2	0	0	0	0
Kiaa1671	Q8BRV5	1	3	2	1.4	0	0	0	0
Kpnb1	P70168	4	7	5	3.9	0	0	0	0
Kpna6	O35345	2	2	2	1.5	0	0	0	0
Lad1	P57016	11	13	10	8.2	1	0	1	1.9
Lbr	Q3U9G9	25	30	25	19.4	0	2	2	3.3
Lemd3	Q9WU40	10	7	9	6.3	0	0	0	0
Lima1	Q9ERG0	33	27	37	23.5	0	0	0	0

Lmna	P48678	137	138	129	98.1	12	15	11	33.6
Lmnb1	P14733	144	147	150	107.0	0	0	0	0
Lmnb2	P21619	37	46	40	29.8	0	0	0	0
Lrrc16a	Q6EDY6	1	1	0	0.5	0	0	0	0
Lrrfip1	Q3UZ39	2	3	5	2.4	0	0	0	0
Lrrfip2	Q91WK0	12	14	15	9.9	0	0	0	0
Ltbp3	Q61810	0	1	1	0.5	0	0	0	0
Luzp1	Q8R4U7	2	2	2	1.5	0	0	0	0
Mcm3	P25206	3	3	3	2.2	0	0	0	0
Mcm6	P97311	4	7	5	3.9	0	0	0	0
Misp	Q9D279	0	1	1	0.5	0	0	0	0
Nap114	Q78ZA7	1	1	1	0.7	0	0	0	0
Ncl	P09405	4	6	4	3.4	0	0	0	0
Ndca	Q60817	2	0	2	1.0	0	0	0	0
Nup155	Q99P88	0	1	2	0.7	0	0	0	0
Nup50	Q9JIH2	1	3	2	1.4	0	0	0	0
Nup93	Q8BJ71	3	2	3	1.9	0	0	0	0
Nup98	Q6PFD9	1	3	2	1.4	0	0	0	0
Pa2g4	P50580	0	1	1	0.5	0	0	0	0
Pard6b	Q9JK83	1	0	1	0.5	0	0	0	0
Pdcd6ip	Q9WU78	2	3	5	2.4	0	0	0	0
Pdzd11	Q9CZG9	4	3	3	2.4	0	0	0	0
Pgrmc1	O55022	2	1	3	1.5	0	0	0	0
Pgrmc2	Q80UU9	3	3	1	1.7	0	0	0	0
Phldb2	Q8K1N2	6	9	13	6.8	1	0	2	2.7
Plekha7	Q3UIL6	26	23	22	17.3	0	0	0	0
Poldip3	Q8BG81	1	0	1	0.5	0	0	0	0
Pom121	Q8K3Z9	2	2	1	1.2	0	0	0	0
Ptbp1	P17225	3	2	2	1.7	0	0	0	0
Ptbp3	Q8BHD7	1	1	1	0.7	0	0	0	0
Ptrf	O54724	3	1	2	1.5	0	0	0	0
Rab11b	P46638	0	2	1	0.7	0	0	0	0
Rab21	P35282	1	1	0	0.5	0	0	0	0
Rab38	Q8QZZ8	3	1	2	1.5	0	0	0	0
Rab7a	P51150	1	1	1	0.7	0	0	0	0
Rac1	P63001	2	0	2	1.0	0	0	0	0
Ralb	Q9JIW9	1	2	1	1.0	0	0	0	0
Rangap1	P46061	1	1	1	0.7	0	0	0	0
Rap1b	Q99JI6	2	3	2	1.7	0	0	0	0
Rbm7	Q9CQT2	1	1	1	0.7	0	0	0	0
Rbmxl1	Q91VM5	3	0	3	1.5	0	0	0	0
Rhoa	Q9QUI0	0	1	1	0.5	0	0	0	0
Rhog	P84096	2	1	1	1.0	0	0	0	0
Rpa2	Q62193	1	1	0	0.5	0	0	0	0
Rras	P10833	4	4	4	2.9	0	0	0	0
Rras2	P62071	4	3	4	2.7	0	0	0	0

Scc1	Q5SXY1	21	16	17	13.1	0	0	0	0
Scc1l	Q2KN98	25	17	24	16.0	0	0	0	0
Sec61a1	P61620	6	6	5	4.1	0	0	0	0
Set	Q9EQU5	2	1	3	1.5	0	0	0	0
Sf3a1	Q8K4Z5	1	2	2	1.2	0	0	0	0
Sfpq	Q8VIJ6	11	9	9	7.1	0	0	0	0
Shkbp1	Q6P7W2	1	1	1	0.7	0	0	0	0
Sipa1	P46062	6	6	6	4.4	0	0	0	0
Sipa1l1	Q8C0T5	8	7	7	5.3	0	0	0	0
Slc2a1	P17809	1	1	1	0.7	0	0	0	0
Slc30a7	Q9JKN1	1	2	1	1.0	0	0	0	0
Smarca5	Q91ZW3	0	4	3	1.7	0	0	0	0
Smc3	Q9CW03	6	3	7	3.9	0	0	0	0
Smc4	Q8CG47	1	1	3	1.2	0	0	0	0
Snrrnp200	Q6P4T2	2	2	2	1.5	0	0	0	0
Sptan1	P16546	68	67	73	50.5	0	0	0	0
Srprb	P47758	2	1	1	1.0	0	0	0	0
Srrm2	Q8BTI8	0	3	3	1.4	0	0	0	0
Srsf1	Q6PDM2	1	1	1	0.7	0	0	0	0
Srsf2	Q62093	1	1	1	0.7	0	0	0	0
Stub1	Q9WUD1	0	1	1	0.5	0	0	0	0
Sun2	Q8BJS4	0	1	1	0.5	0	0	0	0
Supt5h	O55201	2	2	2	1.5	0	0	0	0
Tjp2	Q9Z0U1	34	48	38	29.1	3	4	4	9.7
Tm9sf3	Q9ET30	1	1	1	0.7	0	0	0	0
Tmed10	Q9D1D4	1	2	1	1.0	0	0	0	0
Tmed2	Q9R0Q3	1	1	1	0.7	0	0	0	0
Tmem106b	Q80X71	0	1	1	0.5	0	0	0	0
Tmem43	Q9DBS1	2	1	2	1.2	0	0	0	0
Tmem63a	Q91YT8	1	0	1	0.5	0	0	0	0
Tmpo	Q61029	59	44	49	37.0	2	4	4	8.6
Tor1aip1	Q921T2	3	2	5	2.4	0	0	0	0
Tpr	F6ZDS4	1	0	2	0.7	0	0	0	0
Tra2b	P62996	1	0	1	0.5	0	0	0	0
Traf4	Q61382	8	6	5	4.6	0	0	0	0
Trim28	Q62318	0	1	3	1.0	0	0	0	0
U2af2	P26369	1	0	1	0.5	0	0	0	0
Uba1	Q02053	6	7	5	4.4	0	0	0	0
Uso1	Q9Z1Z0	0	5	1	1.4	0	0	0	0
Utp1l1	Q9CZJ1	1	0	2	0.7	0	0	0	0
Utp18	Q5SSI6	0	1	1	0.5	0	0	0	0
Vapb	Q9QY76	1	3	1	1.2	0	0	0	0
Vasp	P70460	1	1	4	1.4	0	0	0	0
Wdr82	Q8BFQ4	1	1	1	0.7	0	0	0	0
Ybx1	P62960	3	0	2	1.2	0	0	0	0
Znf185	Q62394	4	8	5	4.1	0	0	0	0

Znf512	Q69Z99	0	1	2	0.7	0	0	0	0
Znf622	Q91VY9	0	1	1	0.5	0	0	0	0

Table S2. Coordinates (mm9) of LADs in mouse liver cells as identified by DamID

Chr	Start	End
chr1	3590700	4698168
chr1	4916174	6149247
chr1	6260726	9504039
chr1	11145879	13028380
chr1	13761319	14445819
chr1	14522876	14866093
chr1	15238264	15768206
chr1	16769850	20054293
chr1	21298377	21436486
chr1	21671987	23126335
chr1	23439074	23859358
chr1	24147814	24686290
chr1	24810706	27601891
chr1	27658933	30773025
chr1	31256331	33454991
chr1	34509378	34829277
chr1	34970167	35824149
chr1	38259145	39383729
chr1	40637524	41582923
chr1	41664953	42912447
chr1	42982097	43124690
chr1	44224734	45823809
chr1	46983127	50964213
chr1	52044304	52146469
chr1	52913599	53719493
chr1	53954474	54576405
chr1	55237047	56562121
chr1	57031280	57403351
chr1	60963909	61284650
chr1	61343484	62712596
chr1	63288208	63400830
chr1	65329180	66721347
chr1	67141298	69348189
chr1	69741433	70650823
chr1	70724208	70855701
chr1	71188906	71413345
chr1	75767642	76681700
chr1	78743485	79633798

chr1	80698356	80812030
chr1	80871186	81304745
chr1	83175061	84710421
chr1	95895750	96251134
chr1	96860270	97585510
chr1	97649529	99485029
chr1	100114467	101759014
chr1	101852774	106993251
chr1	107257942	107488078
chr1	108761989	109593180
chr1	110088631	114627348
chr1	115296247	118076358
chr1	118367486	119471376
chr1	122705036	123145030
chr1	123435862	127251194
chr1	127767831	128474785
chr1	129167657	129309020
chr1	129369160	129621426
chr1	130338551	131122652
chr1	131367385	132537622
chr1	134545432	134651655
chr1	138948338	139452055
chr1	141054627	144411636
chr1	144641591	145444908
chr1	145642012	146142591
chr1	146207363	147682856
chr1	148359083	151657452
chr1	152114799	152868188
chr1	155421403	155539628
chr1	156023837	156461554
chr1	156571160	156839417
chr1	159836200	161150172
chr1	164702094	165025861
chr1	165095642	165291636
chr1	165386148	166111285
chr1	166641514	167105894
chr1	168251695	168688218
chr1	168970024	169125432
chr1	169327936	170105788
chr1	170717534	171602382
chr1	171735266	172037044
chr1	172179783	172310372
chr1	173429815	173928554
chr1	174472344	174589056
chr1	174972286	175317650
chr1	175885652	178627921

chr1	180388768	181406639
chr1	183217628	183736446
chr1	183820243	184011457
chr1	184484487	184825716
chr1	186754249	186977331
chr1	187245773	188031019
chr1	188574264	189038120
chr1	189144364	191494002
chr1	191983318	192637583
chr1	193988400	194233624
chr1	194318074	194519024
chr1	195388491	196405560
chr1	196927533	197158929
chr10	3341066	4484760
chr10	4684117	5046372
chr10	5292830	5729579
chr10	6399406	7228769
chr10	7707772	8562594
chr10	8628656	9200033
chr10	9344559	10164943
chr10	10268772	10892469
chr10	11034890	11790093
chr10	12753549	13101268
chr10	14442901	14624825
chr10	14932515	15211183
chr10	18300556	18516207
chr10	20092659	20965318
chr10	22496098	23452401
chr10	28295936	29006497
chr10	29139230	29248740
chr10	29591222	29955433
chr10	30567782	31021125
chr10	31376788	32426204
chr10	33427517	33986029
chr10	34392076	36150063
chr10	36201018	36790468
chr10	37384410	39220905
chr10	40292865	40517737
chr10	40663042	40958429
chr10	44883406	47502119
chr10	48710835	49088342
chr10	49440758	50243180
chr10	50483045	51384312
chr10	52189080	53060255
chr10	53221111	53670557
chr10	54294209	57164646

chr10	57266330	57564762
chr10	58049727	58584278
chr10	61356272	61494455
chr10	62880492	63931786
chr10	64581673	65303207
chr10	69808957	69979839
chr10	70873305	74101975
chr10	74312055	74495532
chr10	78099518	78968588
chr10	82394516	82786395
chr10	83142911	83598125
chr10	84680882	85135539
chr10	86319082	87089221
chr10	87938347	88171895
chr10	88282722	88810638
chr10	89265509	90476368
chr10	90707289	92475194
chr10	93717139	93861675
chr10	94265634	94511980
chr10	96914979	97567179
chr10	99647586	101930567
chr10	102237804	107233295
chr10	108139110	110383538
chr10	111463070	114648885
chr10	114915204	115118981
chr10	115309866	115485299
chr10	115780159	115926286
chr10	116050606	116332606
chr10	116640449	116740812
chr10	117322103	118228045
chr10	118496765	119532278
chr10	120426439	120795307
chr10	121051117	122446818
chr10	122603233	126350089
chr10	128465419	129958117
chr11	6722867	7107617
chr11	8891353	11698397
chr11	11890093	12065221
chr11	12428085	16379048
chr11	16868342	17033310
chr11	17164263	18801049
chr11	18944636	19665526
chr11	21498715	21990810
chr11	23843239	28695745
chr11	29793210	29944352
chr11	30245705	30621308

chr11	33057505	33479259
chr11	33821001	35450124
chr11	35845035	38516073
chr11	38729239	39987444
chr11	40631910	43169313
chr11	44377998	45565694
chr11	45756055	48567559
chr11	49119102	49357300
chr11	50511476	51037190
chr11	51118141	51331207
chr11	52442473	53042859
chr11	55343029	57266986
chr11	58170360	58680125
chr11	62491768	63626905
chr11	63753000	65018088
chr11	65640119	66806103
chr11	66892213	67224964
chr11	67500082	67617708
chr11	70879134	71801584
chr11	73149279	74195763
chr11	80662892	81188708
chr11	81267357	81755256
chr11	82037530	82568558
chr11	88965771	90440315
chr11	90558515	93698169
chr11	96257780	96589279
chr11	99632383	99861556
chr11	103324286	103721397
chr11	103884097	104082099
chr11	104537978	104804689
chr11	105168945	105760147
chr11	107078445	107275363
chr11	107529068	107863389
chr11	108283617	109174580
chr11	110906129	112658187
chr11	113177187	113328500
chr11	113646228	114476846
chr11	114908370	115014046
chr11	118567596	118787176
chr12	3960580	4083136
chr12	5017104	7794515
chr12	9061781	9539309
chr12	10240672	10861413
chr12	11013672	11266384
chr12	11347982	12813318
chr12	13312798	13623590

chr12	14593061	15917507
chr12	16136615	16486615
chr12	25474815	25582318
chr12	26585257	27108959
chr12	27228274	27705396
chr12	28986787	29233988
chr12	30006640	31540742
chr12	34122388	34690928
chr12	35160509	35325514
chr12	36625731	36834348
chr12	36911274	40686818
chr12	42053696	42293634
chr12	42675687	42960472
chr12	43104780	45318817
chr12	45405494	45908380
chr12	46290750	50427235
chr12	51354179	52399961
chr12	54054354	55197380
chr12	56647082	56794603
chr12	57498509	58555327
chr12	58661488	59901599
chr12	60350189	61245209
chr12	61432536	64360285
chr12	64417497	66002705
chr12	66225934	66533252
chr12	66648205	70228089
chr12	71266037	71498122
chr12	72283920	72874051
chr12	73179215	73553741
chr12	73629428	73795172
chr12	73919944	74095711
chr12	74625016	74810419
chr12	75104635	76495860
chr12	82109494	82553068
chr12	82660340	83077522
chr12	83643491	84246725
chr12	84706896	84839343
chr12	87640247	88091386
chr12	89552584	92212503
chr12	92322364	92779066
chr12	93153107	96502930
chr12	96906862	99883004
chr12	100661301	101125626
chr12	101180344	101346661
chr12	102352312	103104891
chr12	104107341	105063971

chr12	105304931	105437253
chr12	105514540	105916981
chr12	106037658	106143971
chr12	106323310	106749878
chr12	107110359	109301999
chr12	110216947	111047582
chr12	113244299	113467716
chr12	114465820	115910043
chr12	116043128	116304669
chr12	117047345	117388576
chr12	117851748	119883407
chr12	120061601	120583311
chr12	120644196	121257242
chr13	4407450	4577183
chr13	6696075	8802938
chr13	9867659	10966416
chr13	11175552	12493843
chr13	14775019	15638720
chr13	18454655	18744221
chr13	18987234	19288429
chr13	20388176	21232054
chr13	21634941	21762981
chr13	22204047	22773356
chr13	22918841	23328719
chr13	25287475	25689726
chr13	36464311	37512488
chr13	38352355	38618775
chr13	38779128	40601276
chr13	41151186	41312463
chr13	43675651	44775872
chr13	45136696	45632843
chr13	46318466	46764248
chr13	47250781	48555714
chr13	50488724	50611081
chr13	51468241	51712405
chr13	53182198	53405790
chr13	54251711	54505894
chr13	56336722	56459662
chr13	56917942	58059056
chr13	58778815	59481898
chr13	60241451	60445183
chr13	61099055	61730785
chr13	64529772	65409381
chr13	67076779	67196173
chr13	67875397	68013637
chr13	68697755	69540626

chr13	69793263	70703122
chr13	71173369	73463423
chr13	74080598	74400514
chr13	76292890	78792122
chr13	78883805	81005479
chr13	81176866	81786119
chr13	81897267	85330309
chr13	85677253	89579244
chr13	89685416	89794165
chr13	93493878	93941869
chr13	93996146	94146024
chr13	94231542	94541135
chr13	95638352	96061820
chr13	96149687	97119998
chr13	101635500	102263156
chr13	103425662	103638773
chr13	103713673	104501170
chr13	105576009	105976914
chr13	106179920	107687031
chr13	107845478	108260267
chr13	109561557	109964352
chr13	110658024	111155222
chr13	112636826	113037822
chr13	113310654	114336217
chr13	114434791	115049477
chr13	116052890	117684837
chr13	117964583	118417315
chr13	118568375	120169204
chr14	9301037	12287279
chr14	13017589	13818978
chr14	13889733	14787718
chr14	14982730	15269748
chr14	15668928	17032544
chr14	17535883	18034800
chr14	20445376	20859257
chr14	22941487	24545299
chr14	28411297	30726600
chr14	30982559	31275874
chr14	33529515	33744771
chr14	33816118	34009486
chr14	34356997	34830860
chr14	35620504	37351237
chr14	37996198	41697444
chr14	45361210	45878349
chr14	49217099	49510068
chr14	49862656	51398492

chr14	51733037	52169393
chr14	52943977	53385238
chr14	54156327	54640905
chr14	55828540	56028567
chr14	56952927	57135411
chr14	58575408	58783778
chr14	59153509	59767512
chr14	60223128	60837747
chr14	60935849	61162113
chr14	63011543	63145424
chr14	67858009	68166674
chr14	68658017	69823020
chr14	71316847	72065277
chr14	72424204	72945675
chr14	72999589	73325096
chr14	75462818	75637356
chr14	75797143	76077024
chr14	77466461	78733591
chr14	78950155	79149313
chr14	80057903	80332756
chr14	80507115	80862096
chr14	81142925	83279932
chr14	83483354	84836893
chr14	84900686	87484161
chr14	87829210	91702819
chr14	92511967	93182313
chr14	93689688	94087311
chr14	94137979	96956251
chr14	97265490	99431891
chr14	100298658	101763517
chr14	101816688	101993522
chr14	102556999	103432136
chr14	103919130	105510724
chr14	106320961	108271555
chr14	108709094	117277689
chr14	117447950	118493144
chr14	118577165	118875424
chr14	119428062	120607159
chr14	120884290	121156845
chr14	123735928	125178134
chr15	4007244	5039237
chr15	5738477	6135762
chr15	7169355	7382392
chr15	8437294	8841221
chr15	9056433	10530800
chr15	10682074	11621197

chr15	11691796	11875779
chr15	12307911	12685780
chr15	13888765	16181601
chr15	16680779	20561707
chr15	21152468	24538318
chr15	24599101	25001391
chr15	26020188	27258599
chr15	28101914	31068309
chr15	31557767	32877273
chr15	33061479	33224276
chr15	34498753	34906562
chr15	35867069	36059896
chr15	38796060	39591600
chr15	39659478	39986886
chr15	40426525	40990864
chr15	41719358	50047569
chr15	50103391	50953037
chr15	51004254	51508748
chr15	51842192	52294551
chr15	52347925	52587951
chr15	53567976	54273384
chr15	54511528	54865934
chr15	55142047	55908573
chr15	55983520	57348091
chr15	64515081	64783121
chr15	65625870	66314340
chr15	67308044	67971918
chr15	68233390	69105966
chr15	69301431	72667478
chr15	74599685	74726639
chr15	82398052	82610465
chr15	83452867	83987684
chr15	84038715	84273836
chr15	86279684	87398734
chr15	87873268	88465481
chr15	89338495	90055459
chr15	90290606	90400657
chr15	90474080	93092686
chr15	93281962	94370426
chr15	94437231	95572026
chr15	96342520	97477919
chr15	98016822	98332273
chr15	100498383	100893154
chr15	101376490	101767113
chr15	102652035	102923684
chr15	103257417	103465445

chr16	5502770	6835665
chr16	7014352	7541510
chr16	7744375	8596161
chr16	9343637	10388201
chr16	12185957	12999829
chr16	16671775	16810965
chr16	19002262	20050264
chr16	21116723	21308338
chr16	21442358	21719816
chr16	22404258	22524769
chr16	25650693	26181532
chr16	26418925	26574071
chr16	26633874	27335510
chr16	27484329	29578554
chr16	35171655	35273727
chr16	35409674	35683637
chr16	36126741	36830814
chr16	36949637	37487974
chr16	39187070	42444791
chr16	42606404	42819913
chr16	44236568	44675081
chr16	45485493	45589723
chr16	46123660	46509712
chr16	46983012	49504773
chr16	50528034	50658889
chr16	50786584	51965658
chr16	52503560	55185248
chr16	56159606	57104903
chr16	57740741	58266150
chr16	58698163	64759610
chr16	64881079	69698730
chr16	69805989	71285856
chr16	72218539	72607632
chr16	72959325	75727853
chr16	75798141	76134773
chr16	76579897	76959460
chr16	77703524	78181101
chr16	78420598	84598611
chr16	85307955	85630047
chr16	87528759	87640394
chr16	87765210	88362011
chr16	88563078	90204832
chr16	90303192	90916915
chr16	91075181	91322783
chr16	93316374	93535000
chr16	94934788	95818965

chr16	96392824	96585569
chr16	96645412	97474141
chr17	3561382	4671374
chr17	5445792	5765549
chr17	7645901	7940377
chr17	8611666	9956528
chr17	10550534	10873814
chr17	10963028	12241932
chr17	12752849	12858997
chr17	14345236	14977648
chr17	15974655	17112270
chr17	17547265	17653376
chr17	18034585	21114645
chr17	21361796	21536908
chr17	21844008	22049218
chr17	22474686	23104516
chr17	23292477	23627844
chr17	30840183	31170917
chr17	32737460	32838122
chr17	36459978	36924489
chr17	37220328	39481104
chr17	40337106	42889944
chr17	43585907	43763697
chr17	43878923	44177473
chr17	48258309	48456635
chr17	48558407	49557129
chr17	49641348	50501236
chr17	50696322	51127379
chr17	51345007	53615839
chr17	54285103	56044176
chr17	57514430	59197991
chr17	59407949	62114856
chr17	63233040	63623853
chr17	65000054	65897521
chr17	66966779	71022753
chr17	72042446	73128475
chr17	76425082	78583089
chr17	78869494	79015758
chr17	79476665	79943164
chr17	81433805	82252823
chr17	82737697	83554403
chr17	83943831	84058559
chr17	84875088	85102878
chr17	85502333	86253973
chr17	86335517	86486801
chr17	86990264	87124056

chr17	88479947	88832932
chr17	89054008	91348901
chr17	91419015	91737083
chr17	91884470	95254916
chr18	3181133	3334145
chr18	7038079	7552535
chr18	9576038	9909111
chr18	12636939	12738208
chr18	13165403	13525645
chr18	13707642	14646591
chr18	15013142	16394176
chr18	17328337	19758141
chr18	20080760	20478260
chr18	21485613	23900271
chr18	26458693	31683571
chr18	32649572	33337387
chr18	34028875	34144085
chr18	37037161	37918393
chr18	40399960	42370631
chr18	43605369	44004398
chr18	44065315	44534992
chr18	45011307	46110218
chr18	46981665	49893273
chr18	50310387	51274712
chr18	51525467	53292667
chr18	53599615	53801815
chr18	54157747	54738196
chr18	55533200	56483335
chr18	58116226	59311485
chr18	59499544	60611917
chr18	62231037	62640112
chr18	62717505	63791092
chr18	66719782	67354328
chr18	68028091	69503415
chr18	69554235	69851799
chr18	70819288	71725794
chr18	71829460	73705596
chr18	74451227	74585118
chr18	74726124	74889177
chr18	75929523	76337367
chr18	76772324	77160220
chr18	77220595	77837544
chr18	78567743	79366522
chr18	79450605	80263195
chr18	81179770	82614899
chr18	83183354	84247770

chr18	84315929	84454628
chr18	85115458	85534525
chr18	85623212	87943695
chr18	88240254	88530372
chr18	89233685	89576738
chr18	89642171	90390091
chr19	7683384	7929213
chr19	8447990	8726497
chr19	11231255	11396474
chr19	12113822	12494818
chr19	12917983	13531486
chr19	13588084	14531543
chr19	14786777	15396996
chr19	15461353	15955278
chr19	17487983	18628326
chr19	20839635	21132034
chr19	21403228	21622100
chr19	21993355	22985868
chr19	23392083	23564178
chr19	23758517	23918161
chr19	25018857	26807914
chr19	30299411	32141663
chr19	33099069	33724977
chr19	33918952	34224080
chr19	35035368	36159134
chr19	36348932	36705845
chr19	38523365	38857608
chr19	39048726	39657410
chr19	40000801	40384434
chr19	40679030	41262489
chr19	42396637	42554078
chr19	42862779	43492805
chr19	48007171	53093972
chr19	53198502	53338092
chr19	54169427	54634355
chr19	57738464	58474803
chr19	58565442	59358618
chr19	59456278	59821810
chr19	60272060	60528469
chr2	4600004	4746515
chr2	7160043	8700950
chr2	9244409	9539283
chr2	10065678	11244159
chr2	11508872	11619011
chr2	11762607	12341927
chr2	12841110	13163977

chr2	14243591	14445802
chr2	14659773	14956339
chr2	15138276	16256900
chr2	16880662	17917140
chr2	18653890	18799940
chr2	19018321	19437668
chr2	19653729	20344556
chr2	21228284	22471284
chr2	22608079	22742578
chr2	23060489	24099689
chr2	35642945	35783070
chr2	36173208	37180794
chr2	39111338	44447815
chr2	44539956	44672784
chr2	45018955	45320205
chr2	45536802	48154894
chr2	49973428	50078973
chr2	51310053	51698860
chr2	51962543	52231363
chr2	52358925	52516698
chr2	53084717	57012815
chr2	57211427	58298726
chr2	58610245	58819892
chr2	61635283	62478275
chr2	63234923	64893950
chr2	65159611	65892023
chr2	66049040	66379056
chr2	66548318	68635137
chr2	69021761	69129619
chr2	69322563	69457777
chr2	69905492	70457759
chr2	71788455	71895810
chr2	73771634	74981610
chr2	75869090	77059700
chr2	77179079	77874899
chr2	78779362	79345063
chr2	79515425	80074135
chr2	80204817	80324705
chr2	80491926	81971646
chr2	82186598	83441117
chr2	83714375	84244978
chr2	85100886	87690580
chr2	88134124	90138924
chr2	94303918	95299592
chr2	96072391	100281253
chr2	100623441	101485262

chr2	104037462	104144218
chr2	105061823	106798932
chr2	107207459	107814096
chr2	110048404	112045630
chr2	112340785	113148484
chr2	113522043	113628463
chr2	113793025	115295760
chr2	115880080	116731443
chr2	121452712	121755959
chr2	122228197	122479149
chr2	122629281	124445034
chr2	125108582	125380687
chr2	127744287	127894669
chr2	129148821	130094431
chr2	132174966	132316094
chr2	132821980	133267277
chr2	133731289	136432606
chr2	136521906	136666460
chr2	138094580	139740508
chr2	140021846	140498046
chr2	140777227	142439613
chr2	142907503	143674428
chr2	144419479	145045786
chr2	145106317	145412903
chr2	146476172	146768986
chr2	146913713	147265827
chr2	148756020	150571199
chr2	150783015	150999942
chr2	151432831	151744901
chr2	151865839	152001997
chr2	152240767	152418718
chr2	153724800	154154568
chr2	158462940	158575954
chr2	158681511	160436083
chr2	162394862	162747976
chr2	162923315	163184661
chr2	163685421	163791335
chr2	163995450	164184876
chr2	166066104	166554901
chr2	168432788	169912124
chr2	170084473	170209058
chr2	170354069	172150816
chr2	172326495	172812602
chr2	172898934	173022755
chr2	173167891	173433117
chr2	173631883	174229031

chr2	174323151	174775580
chr2	177829754	179621693
chr3	3267739	3717667
chr3	4227567	4630424
chr3	5605171	7318353
chr3	7782376	8629250
chr3	10478693	12707165
chr3	12796893	13831867
chr3	16167070	19007344
chr3	19466762	19586447
chr3	20001057	21179416
chr3	22129403	22975106
chr3	23080886	23460602
chr3	23530931	24169317
chr3	24266944	26931997
chr3	28855628	29644306
chr3	30125482	30383466
chr3	31049550	31502026
chr3	31624566	32124679
chr3	32669621	33826984
chr3	34018563	35601158
chr3	36824427	37107565
chr3	38743866	40369541
chr3	41446006	42383989
chr3	42802216	50195262
chr3	52802656	53195567
chr3	53276130	54256852
chr3	54599267	56749418
chr3	58566540	59255878
chr3	59340534	59880745
chr3	60477308	61028478
chr3	61276105	61902400
chr3	62322047	62986255
chr3	65972759	67856204
chr3	69335167	69460723
chr3	69747267	70009202
chr3	70171966	75185539
chr3	75390086	75516043
chr3	75811641	78744989
chr3	79461031	79595364
chr3	79869077	80772122
chr3	81699057	83592772
chr3	85043874	85284526
chr3	86633255	86780315
chr3	87113808	87265629
chr3	91744835	91908021

chr3	92533416	92840450
chr3	92899170	93284265
chr3	98511297	98944746
chr3	99045695	99961513
chr3	100121500	100398726
chr3	105041338	105471664
chr3	105757227	106237540
chr3	106645148	107040686
chr3	109568503	113029298
chr3	113236149	115582416
chr3	116850894	119386610
chr3	119870111	120964123
chr3	122402195	122558555
chr3	123108667	123213631
chr3	123425428	124987177
chr3	125085194	125557153
chr3	126681983	127444801
chr3	127685739	128219698
chr3	128308122	129230430
chr3	129286273	129702355
chr3	129797035	130382259
chr3	130695501	130914187
chr3	131452389	131671064
chr3	133281620	133698575
chr3	133885603	134657462
chr3	135421319	136091520
chr3	136511309	137156533
chr3	137845272	138076429
chr3	138420864	138662019
chr3	138718962	139905601
chr3	141172548	141878675
chr3	142161865	142312456
chr3	142607627	143537601
chr3	145605239	145985708
chr3	146588029	150948003
chr3	151024826	151746548
chr3	152442018	157571468
chr3	157722825	159467776
chr4	3891008	4504293
chr4	4750151	6211741
chr4	8733812	9537428
chr4	9641777	10800791
chr4	11257199	11374153
chr4	12153110	14749124
chr4	14858288	15864012
chr4	16157385	19453903

chr4	19680682	20719618
chr4	20811568	21648929
chr4	21836361	22270825
chr4	22349171	24431782
chr4	24486726	26710195
chr4	29150749	30344277
chr4	32884825	33066041
chr4	33965270	34213194
chr4	35194731	40052692
chr4	40251844	40595921
chr4	44431057	44583691
chr4	46763449	46980672
chr4	47537519	48033981
chr4	48566317	49146182
chr4	49623998	53136284
chr4	56996350	57098511
chr4	57365229	57633713
chr4	58016051	58780499
chr4	64068534	64402878
chr4	64504334	66393654
chr4	66671382	70007683
chr4	70249745	71733804
chr4	71901350	73905138
chr4	73959558	76873586
chr4	76974124	77852802
chr4	78078784	80507863
chr4	80795936	81127271
chr4	82480719	82812701
chr4	83212849	86191868
chr4	86535615	87147173
chr4	89227971	91638526
chr4	92104215	93367839
chr4	94325126	94595319
chr4	95615459	97379346
chr4	98410048	98513171
chr4	98889673	99490935
chr4	100703181	100807369
chr4	101043820	102166374
chr4	102252173	102760668
chr4	103029472	104640319
chr4	109626432	113001582
chr4	113149938	113875864
chr4	114013396	114578527
chr4	118413914	118641861
chr4	122229765	122457535
chr4	124962834	125642119

chr4	127083890	128106543
chr4	128246005	128355575
chr4	131064450	131359784
chr4	136227514	136389349
chr4	141719255	142690588
chr4	142801929	143094651
chr4	143733863	144416248
chr4	147575535	147753253
chr4	150430826	151154813
chr4	151738067	153297579
chr4	153386671	154212674
chr5	4208786	5150677
chr5	5780515	8621001
chr5	9168653	10655187
chr5	11940347	12572247
chr5	12783955	13608799
chr5	14285370	14896795
chr5	15807274	16408852
chr5	17789822	20294825
chr5	20817842	20952981
chr5	21315345	21997670
chr5	22101041	22801589
chr5	25107118	25409203
chr5	26469833	28013788
chr5	28117065	28246409
chr5	28460823	28587071
chr5	28902008	29379858
chr5	37777265	38112350
chr5	38646521	38842949
chr5	39000890	40007737
chr5	40386769	42175961
chr5	42555426	43408246
chr5	43662009	44052127
chr5	44400393	44570427
chr5	44694793	45250935
chr5	45461397	45810386
chr5	45936942	46186919
chr5	46269406	47835826
chr5	48008738	50390279
chr5	50451248	51499233
chr5	51656338	51882416
chr5	52150139	52491838
chr5	52611874	52888385
chr5	54552010	63048579
chr5	63200371	64165831
chr5	67108538	67613436

chr5	67774370	68668452
chr5	68868332	72562533
chr5	73864712	74357167
chr5	74605521	74891882
chr5	75019927	75191227
chr5	75499283	76470896
chr5	76981899	77286666
chr5	77459502	77624518
chr5	78208598	81052160
chr5	82536326	85501663
chr5	85608782	86434671
chr5	86638795	87188888
chr5	87621380	87946082
chr5	88051187	88972224
chr5	96745507	97028921
chr5	98646531	99327487
chr5	99392859	99506169
chr5	100008444	100364693
chr5	100473115	100727076
chr5	101700897	102237967
chr5	102587676	102898505
chr5	103273784	104078395
chr5	104507989	104774629
chr5	105346044	105491786
chr5	106356086	106799779
chr5	107164109	107389976
chr5	109390459	110114338
chr5	111870418	112296947
chr5	112844539	113484928
chr5	113651649	114170743
chr5	116518703	116823453
chr5	116936510	117455077
chr5	117870643	118228238
chr5	119321759	120491191
chr5	126025841	126998763
chr5	127060165	129024104
chr5	129129304	129487473
chr5	129551972	129911103
chr5	130793088	131651813
chr5	131726224	134547901
chr5	137177563	137284900
chr5	138659548	139014871
chr5	141322089	142823331
chr5	145178629	145440713
chr5	147134030	147466180
chr5	148704083	149150384

chr5	149529308	149717884
chr5	149858458	151382902
chr5	152148994	152534864
chr6	3490119	5171263
chr6	5575266	7763377
chr6	7876052	11762597
chr6	12035579	12246994
chr6	14181914	15626831
chr6	15815584	16941730
chr6	18773514	21766392
chr6	21913158	22275420
chr6	22585047	24071403
chr6	24193813	24541064
chr6	24657939	28360858
chr6	31914583	32156490
chr6	32340695	32650197
chr6	35647615	37257393
chr6	39733250	40317079
chr6	40425651	40914746
chr6	41016872	41431451
chr6	41543618	42166448
chr6	42544271	43178438
chr6	43679215	47074963
chr6	51145534	51276930
chr6	55393256	56625846
chr6	56891203	57397098
chr6	57513251	57617354
chr6	57822000	58475859
chr6	59100383	59763622
chr6	59893632	60658323
chr6	60831717	64983557
chr6	65083304	66791919
chr6	67257070	67557196
chr6	67711346	68919320
chr6	69641595	70267526
chr6	72996495	73100732
chr6	73265605	78598235
chr6	78858390	81745821
chr6	81955146	82598295
chr6	92267675	92576436
chr6	95147101	95530196
chr6	95703036	97064794
chr6	97493975	97696746
chr6	97877799	98517592
chr6	99508791	99751487
chr6	100852304	106610534

How the deposited data were processed for this re-analysis (not part of the article)

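Contact of chromatin with the nuclear lamina was measured by DamID in AML12 mouse hepatocytes, on 4 two-colour tiling arrays, 1 per biological replicate. On each array, Dam-LMNB1 was labelled with Cy5 and Dam-only with Cy3. The values the authors deposited are log2 ratios of Dam-LMNB1 to Dam-only for 974016 features per array. The scale was checked against the boxes of Figure S1A, whose legend names log2 ratios. The submitters' processing notes name Agilent Feature Extraction, and its version, background correction and dye normalization are not given in the sources used here. The direction follows from the dyes in the methods. The authors' further steps, which smoothed the ratios along the genome and called LADs on the mean over the SD of the 4 replicates, are not contained in these values. Every column of values was assigned to a replicate through the sample titles, as lamin B1 in AML12 cells. Other label fields of replicates 2 to 4 name lamins B2, B3 and B4, Dam-only cells AML13, AML14 and AML15, and mouse lines MT43, MT44 and MT45, each counting upward from replicate 1, so the identity of these replicates rests on the titles, the descriptions and the paper.

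Each array was centred on its median. Replicates were compared by the mean of the 6 pairwise Pearson correlations over all features. Features were tested against a log2 ratio of 0 with limma 3.58.1 in R 4.3.3, with an intercept, moderated variances and Benjamini-Hochberg adjustment at 0.05. No loess or quantile step was used, a choice made because a large part of the genome can contact the lamina in DamID. Each array holds its own Dam-only sample, so the ratio against 0 was the test, and after centring 0 stands for the median feature. On 20000 simulated features with spreads drawn from the limma prior of the arrays and 12000 of them shifted, the test called 76.6% of shifts of 0.5, 79.1% of shifts of -0.5, 97.3% of shifts of 1 and 97.3% of shifts of -1, and 2.11% of its calls were of unshifted features. With 200 of 20000 shifted, it called 34% of shifts of 1, 38% of shifts of -1 and none of 0.5 or -0.5. Of its calls, 7.69% were of unshifted features. These were only 3 calls in 1 simulated set, so whether the share exceeds the threshold of 0.05 cannot be told. The simulated features varied independently between arrays. The correlations of the real arrays were not those of 1 common signal, so these shares may not hold for them. The features named are the pair with the highest and the pair with the lowest mean log2 ratio among features with 1 sign on all 4 arrays, a rule set before the data were examined for the case that no gene could be named. The number of arrays limits the precision.

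The features carry a number but no probe name, position or control flag, so control features could not be left out. For the same reason the analyses set before the data were examined that need positions were not run. These are LAD calling with its alternatives, the step of the log2 ratio at LAD borders, values per gene, gene list, chromosome and figure region, and the probes of Lmnb1. In their place, the LADs of Supplementary Table S2, all 1317 of them, were compared with GENCODE M1 on NCBIM37 (mm9), which is the build of that table. This comparison and its settings were chosen after the data were examined. The gene lists were written before. They hold olfactory receptors, vomeronasal and taste receptors, keratins, beta-defensins, major urinary proteins, the Cyp2, Ugt1 and Ugt2 families, serpins, Hox genes, clustered protocadherins, clustered histones, zinc finger proteins, ribosomal proteins, hepatocyte, housekeeping, neuronal, immune, endothelial and other liver cell, muscle, pluripotency and germ line, cell cycle and nuclear envelope genes, and the genes of Supplementary Table S1. Members were matched by gene symbol, and a symbol with several gene records counts once for each.

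A gene was counted in a LAD if its start site, the 5′ end of the gene record, lay in it. For each list, the number of members in LADs was compared with all rotations of the list along the order of the 22367 protein-coding genes, which keeps neighbouring members together, two-sided and with Benjamini-Hochberg adjustment over 23 lists. In a test on simulated lists of 60 genes, a list with 80% of its genes in LADs gave p = 8.9e-05 in the exact rotation test, the smallest it can give, and 1.5% of 200 random lists fell under 0.05. The simulated lists held genes scattered at random. Members of several real lists are neighbours, so this share may not hold for them. All genes together, and the start sites near borders, were compared with 10000 rotations of the LADs along each chromosome. Named genes are those of the figures and the text of the paper, and for each list the 3 members deepest inside a LAD and the 3 farthest outside, a rule chosen after the data were examined because the rule set before needs values per gene. Other genes were named after their places were seen: all genes of a count of 5 or fewer, those of the longest LADs among them, and the hepatocyte genes, chromosome 6 genes and Hox clusters singled out in the text. Gene lists were compared with genes of like length or like GC content in 10000 draws from the 50 nearest genes. GC content, CpG and GATC sites were counted in the known bases of each chromosome with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Figures were drawn with matplotlib 3.10.9.

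Alternatives for the feature test were values as deposited, quantile normalization between arrays, leaving out the features nearest 0 (a fraction of 0.25), an ordinary one-sample statistic, and leaving out each replicate. The replicate correlation was also computed as Spearman's rho and without each replicate.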

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

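Replicate 3 stood apart from the other arrays, and both tests of a technical source were chosen after this was seen. Its mean correlation with the other 3 was 0.768, against 0.804, 0.801 and 0.799 for replicates 1, 2 and 4, and the gap to the nearest of these was 0.849 of the range of all 4, above Dixon's 95% critical value for 4 samples. Chance alone sets apart about 1 in 20 groups of independent values. The values here share their pairwise correlations, so that rate may not hold. As 6 measures of the arrays were examined, this gap may also be 1 that chance gives. Features deposited at exactly 0, of which replicate 3 had 10593, do not account for it, because over the features that are not at 0 on this array its mean correlation was 0.769 and still the lowest. Place on the array stays open: blocks of features explained 0.332% of the variance of replicate 3 against the other 3, but their layout was only inferred from the values, so this share excludes nothing. A difference in culture, infection, labelling or scanning stays open too, as no label gives a batch, and the design holds no condition that could set replicate 3 apart, so no biological explanation was tested.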

How the results depend on the processing

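The alternatives without features at 0 and those on the LADs of Supplementary Table S2 were chosen after the data were examined, all others before. No paired analysis was possible because all 4 arrays form 1 group, with both samples of a replicate already in its ratio. The replicate correlation was 0.794 as Spearman's rho and 0.782 to 0.818 without each replicate in turn, the highest without replicate 3. The number of features above 0 in the limma test was 227972 to 256704 without each replicate, and below 0 it was 245546 to 272529. Over all alternatives but 1 the counts ran from 187914 to 284745 above 0 and from 211245 to 291005 below 0, within 1.5 times of the values reported. The exception left out the features nearest 0, which are chosen by the value tested, so its 296150 and 301877 say nothing of stability. The fewest came from an ordinary one-sample statistic, which does not share spread between features. Leaving out features at exactly 0 gave a correlation of 0.795. Smoothing before the correlation was not run, since features carry no position. For the same reason, no alternative set before the data were examined for LAD calling, borders, genes, lists and chromosomes was run. Centring between 2 modes was not possible, as each array has 1 maximum.

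Coverage by the LADs of Supplementary Table S2 was 47.5% with unplaced sequences in the genome length, 50.4% of the known bases, and 48.8% of the autosomes and X. Without olfactory, vomeronasal and taste receptors, 20.0% of protein-coding genes started in LADs, on the same side of the test. Of 23 gene lists, 21 kept their call when whole genes were counted and when the LADs were rotated. The share of the neuronal genes was 80.2% by start site and 65.4% (53 of 81) as whole genes. The Cyp2 family (59.2% in LADs) and the clustered protocadherins (100%) passed the threshold only with the LADs rotated. That rotation compares the share of a list minus that of the other genes. All protein-coding genes lay in LADs in 24.1% of cases, but in 49.0% in the median rotation. The test thus favours any list in LADs, so these passes are no evidence for either list. For the 4 lists in LADs more often, it is only a lenient check.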

Differences from the paper's values

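The mean pairwise correlation of the 4 replicates was 0.793 over the values analysed here, where the paper's value is 0.85. None of the alternatives set before the data were examined that could be run closed the gap. Spearman's rho gave 0.794, and leaving out replicates 1, 2, 3 and 4 gave 0.782, 0.785, 0.818 and 0.787, each farther from the paper's value than the SD of its pairs. The correlation after smoothing along the genome could not be computed. The pair of replicates 1 and 2 alone correlated at 0.853.

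The boxes of replicates 1 and 2 in Figure S1A differ from the arrays that the sample titles give as replicates 1 and 2. The box of replicate 1 reaches from about -2.4 to about 2.5 in Figure S1A, read by eye, while replicate 1 had extremes of -2.59 and 2.26. The box of replicate 2 reaches from about -2.6 to about 2.3 in Figure S1A, read by eye, while replicate 2 had extremes of -2.38 and 2.49. Each of these boxes thus has the extremes of the other array. For replicates 3 and 4 the boxes match the values here. No alternative bears on these extremes.

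The last comparison, with the gene annotation, was chosen after the data were examined. The text and the legend of Fig. 3g place its region on chromosome 18. In GENCODE M1, 6 of the 7 gene symbols the panel shows (Piwil4, Slc36a4, Chordc1, Olfr845, Olfr39 and Tyk2) lie between 11 and 21 Mb of chromosome 9, none lies in that range of chromosome 18, and the seventh, 4930568E12Rik, was not found. The 5 LADs of Supplementary Table S2 in this range of chromosome 9 end at 13136146, start at 14610902 and end at 14836902, run from 15161004 to 18388772, from 18568813 to 19498086 and from 19627588 to 20219338, and the 5 bars of the panel have these borders as far as they can be read by eye, while the table has 6 LADs in the same range of chromosome 18.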

Other observations

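The remaining gene groups did not pass the exact rotation test over the LADs of Supplementary Table S2. This test, the tests of chromosomes and borders and those of the relation between arrays were chosen after the data were examined, and only the 4 tests of technical sources for the gene groups were set before their results were seen. Body axis genes were split by cluster: all 9 Hoxd and 9 Hoxc genes found lay in LADs and all Hoxa and Hoxb genes outside, 18 of 40 in LADs in all (adjusted p = 0.31). Markers of endothelial, stellate and bile duct cells, the other liver cells, lay in LADs in 12 of 27 cases, among them the stellate cell gene Lrat and the collagen genes Col1a2 and Col3a1, while Col1a1 lay 1099 kb outside (adjusted p = 0.083). Immune genes lay in LADs in 11 of 45 cases (adjusted p = 1), with Gzma and Ifng deepest inside, and Cxcl10 and Cxcl9 farthest outside. For muscle genes it was 12 of 39 (adjusted p = 0.61), with Myf5 and Myf6 side by side inside, and for pluripotency and germ line genes 11 of 30 (adjusted p = 0.31), with Dppa4, Dppa2 and Zfp42 deepest inside. All 21 major urinary protein genes, 1 run of neighbours on chromosome 4, lay outside (adjusted p = 0.78). Of the Serpina and Serpinb genes, which encode protease inhibitors and their relatives, 23 of 49 lay inside (adjusted p = 0.28). The Ugt1 and Ugt2 families had 4 of 18 inside (adjusted p = 1), namely Ugt2b37, Ugt2a3, Ugt2b38 and Ugt2a1, with the Ugt1a genes 5242 to 5398 kb outside. Keratins and keratin-associated proteins had 43 of 97 inside (adjusted p = 0.20), zinc finger proteins 81 of 371 (adjusted p = 0.71), clustered histones 1 of 67, Hist4h4 (adjusted p = 0.19), and nuclear envelope and macroH2A genes 2 of 23, Tpr and Syne1 (adjusted p = 0.20).

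Olfactory receptor and neuronal genes lay in LADs far more often than other genes, and 4 technical sources were weighed. Neuronal genes are long, with a median of 394 kb, but genes matched on length lay in LADs in 49.4% of cases (central 95% of draws from 39.5% to 58.0%), below the 80.2% of the neuronal genes. AT-rich sequence alone is also short of the whole effect. Genes matched to the neuronal genes on GC content of the surrounding 200 kb lay in LADs in 51.9% of cases (43.2% to 61.7%). Genes matched to 1 olfactory receptor gene from each run of neighbours, the middle one, did in 42.2% (31.2% to 53.1%), against 68.8% of those receptor genes. With each run of neighbours counted once, the share of the receptor genes fell but stayed high. Of all receptor genes, 87.6% lay in LADs, while the middle gene did in 44 of their 64 runs. This is 68.8% (exact 95% confidence interval from 55.9% to 79.8%), against 20.7% of the other genes. The interval takes the runs as independent, though neighbouring runs can lie in the same LAD, so it may be too narrow. The other genes were counted singly, not by runs. On this count, a few large clusters raise the share but are not the source of the whole difference. AT content in both groups, and length in the neuronal genes, may thus each account for part of the difference. The matched genes lay in LADs more often than the 24.1% of all genes. Genes were not matched on length and AT content together, so whether both leave a difference was not tested. A link to the expression of these genes was not tested either, as expression was not analysed here.

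The correlations between the arrays were not those of 1 common signal, which the paper does not report. Replicates 1 and 2 correlated at 0.853, but 3 and 4 only at 0.795, below 1 with 4 (0.8045) and 2 with 4 (0.797). With 1 signal common to all 4 arrays, the product of the correlations of 2 pairs would be alike for the 3 ways of pairing them. It was 0.678 for replicates 1 with 2 and 3 with 4, and 0.603 and 0.606 for the other ways, an excess of 0.0740. Its SD over 20 blocks of features was 0.00104, which covers the choice of features but not the variation between arrays. Whether 4 other arrays would show such an excess by chance was thus not tested. An extra signal in replicates 1 and 2 alone would give an excess too, so the excess does not show 2 pairs. The excess was 0.0744 on normal scores of ranks, so a steadily rising curve between the log2 ratios of the arrays is not its source. Curves of other kinds were not tested. Without features at 0 the excess was 0.0738. Place on the array stays open: blocks explained 0.245% of the variance of replicates 1 and 2 against 3 and 4. The layout behind these blocks was only inferred from an autocorrelation of 0.0058 along the feature numbers, so this share excludes nothing. That replicates 1 and 2, or 3 and 4, were prepared or hybridised together is a candidate source that stays open. No label gives a batch, and the excess alone does not decide it. The arrays form 1 group, so no biological explanation was tested.

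LADs and genes were also compared by chromosome. Across 20 chromosomes, without Y, LAD coverage of the known bases was lower where protein-coding genes were denser (Pearson's r = -0.73, permutation p = 0.00044, adjusted p = 0.00051; Spearman's rho = -0.74, permutation p = 0.00032, adjusted p = 0.00032; 3 relations computed). Without chromosomes 7 and 11, the farthest in gene density, r was -0.66. Coverage ran from 40.1% on chromosome 19 to 56.4% on chromosome 3, and chromosome 13 had 42.8% at 7.44 genes per Mb, close to the 7.09 genes per Mb of chromosome 16, which had 55.1%. GC content was lower inside LADs on all 20 chromosomes, with means of 40.1% inside and 43.6% outside (permutation p = 1e-05, adjusted p = 1.5e-05, the smallest they can give). GATC sites, the substrate of Dam, were slightly denser inside on 17 of 20 chromosomes, with means of 2.53 per kb inside and 2.48 outside (permutation p = 0.00022, adjusted p = 0.00022).

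The density of start sites of protein-coding genes was also taken by distance from the LAD borders. Outside, there were 9.95 per Mb within 25 kb of a border, 13.0 from 25 to 50 kb, 12.7 from 50 to 100 kb and 11.1 from 100 to 200 kb. Inside, there were 7.67, 7.88, 6.99 and 5.40 per Mb in the same distances. Rotation of the LADs gave 8.61 to 8.69 per Mb, and all distances differed from it (adjusted p from 0.00032 to 0.023) except 25 to 50 kb inside (adjusted p = 0.070). Of 654 start sites within 25 kb outside a border, 348 (53.2%) pointed away from the LAD, against 50.0% in rotations (two-sided permutation p = 0.11), so no preferred orientation was detected.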
